# BORDER proteins protect expression of neighboring genes by promoting 3′ Pol II pausing in plants

**DOI:** 10.1038/s41467-019-12328-w

**Published:** 2019-09-25

**Authors:** Xuhong Yu, Pascal G. P. Martin, Scott D. Michaels

**Keywords:** Functional genomics, Gene expression, Gene regulation, Plant genetics, Transcription

## Abstract

Ensuring that one gene’s transcription does not inappropriately affect the expression of its neighbors is a fundamental challenge to gene regulation in a genomic context. In plants, which lack homologs of animal insulator proteins, the mechanisms that prevent transcriptional interference are not well understood. Here we show that BORDER proteins are enriched in intergenic regions and prevent interference between closely spaced genes on the same strand by promoting the 3′ pausing of RNA polymerase II at the upstream gene. In the absence of BORDER proteins, 3′ pausing associated with the upstream gene is reduced and shifts into the promoter region of the downstream gene. This is consistent with a model in which BORDER proteins inhibit transcriptional interference by preventing RNA polymerase from intruding into the promoters of downstream genes.

## Abstract (web summary)

In plants, 3′ Pol II pausing helps prevent transcriptional interference. Here the authors provide evidence that BORDER proteins are enriched in intergenic regions and inhibit transcriptional interference between closely spaced genes by preventing RNA polymerase from intruding into the promoters of nearby downstream genes.

## Introduction

Transcription of a gene does not occur in isolation but within the context of its genomic environment. The transcription of one gene has the potential to influence or interfere with that of its neighbors. Transcriptional interference (TI) can take many forms but is broadly defined as the direct negative impact of one gene’s transcription on a second gene that is located in *cis*^1^. For example, if two genes are oriented in tandem on the same DNA strand, it is possible for the elongating RNA Polymerase II (Pol II) from the upstream gene to intrude into the promoter region of the downstream gene. This “promoter intrusion” has the potential to interfere with the binding of transcription factors, assembly of the preinitiation complex, and/or the positioning of nucleosomes at the promoter of the downstream gene^2–5^. The potential for this type of TI may increase in genomes with higher gene density; shorter distances between genes would require more precise termination of upstream genes. Thus controlling elongation and termination at upstream genes may be key in preventing TI at downstream genes.

Accumulating evidence suggests important regulatory roles for Pol II pausing^6–8^ in shaping the transcriptome. An example of Pol II pausing seen in metazoans is the accumulation of transcriptionally engaged Pol II 30–50 bp downstream of the transcription start site (TSS)^7^. This promoter-proximal pausing is often seen at developmentally regulated genes, where it may facilitate their rapid activation, and is mediated by the DRB Sensitivity-Inducing Factor (DSIF) and the Negative Elongation Factor (NELF) complexes^9^. Mapping of engaged Pol II in *Arabidopsis thaliana* and maize, in contrast, did not reveal patterns of Pol II accumulation in regions immediately downstream of TSSs^10,11^. Thus plants, which lack NELF homologs, do not appear to make significant use of promoter-proximal pausing. In a phenomenon known as 3′ Pol II pausing, however, a significant increase in Pol II is observed near the transcript end site (TES) of many genes^11^. The molecular mechanisms that give rise to 3′ Pol II pausing in plants, as well as its biological significance, are unclear.

To better understand the role of 3′ pausing, we investigated a three-member family of putative negative transcription elongation factors from Arabidopsis, which we have named BORDER (BDR1, BDR2, and BDR3) proteins. BDR proteins are enriched in intergenic regions and promote the 3′ pausing of Pol II for a large fraction of genes. This activity is especially important at closely spaced genes on the same strand (i.e., in tandem). In the *bdr1,2,3* mutant, 3′ pausing is reduced at upstream genes and Pol II occupancy shifts into the promoter regions of the downstream genes. While expression of the upstream gene is unaffected in the *bdr1,2,3* mutant, the shift in Pol II from the upstream gene into the promoter region of the downstream gene is coincident with reduced expression of the downstream gene. In this way, BDR proteins prevent TI between closely spaced tandem genes.

## Results

### BDR proteins resemble transcriptional elongation factors

BDR proteins form a three-member family in *Arabidopsis* (BDR1 = At5g25520, BDR2 = At5g11430, BDR3 = At2g25640). 

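In the TAIR10.1 annotation *BDR1* (AT5G25520) lies on chromosome 5 from 8885088 to 8889904, *BDR2* (AT5G11430) on chromosome 5 from 3647862 to 3652477, and *BDR3* (AT2G25640) on chromosome 2 from 10910461 to 10914547, each on the plus strand. In the first of the paper's 2 RNA-seq studies, reads were counted for 3 wild-type, 3 *bdr1,2,3* and 3 *fpa* libraries, so the counts of the disrupted genes can be read in each library. The mutants carry T-DNA insertions, and a count per gene does not show whether a transcript spans the insertion. Remaining counts are therefore no measure of intact transcript. *BDR1* had 812, 205 and 1098 counts in wild-type replicates 1, 12 and 5, and 24, 49 and 13 counts in *bdr1,2,3* replicates 2, 4 and 7. Scaled to library size, this is 37.4 ± 7.2 CPM (SD, n = 3) in wild type and 1.29 ± 0.574 (SD, n = 3) in *bdr1,2,3*, a log2 fold change of -4.81 (standard error 0.25, adjusted p = 3.56e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *BDR2* had 374, 101 and 503 counts in wild type and 218, 283 and 127 in *bdr1,2,3*. Its log2 fold change was -0.85 (standard error 0.18, adjusted p = 0.0177 from the same edgeR test), and this call was lost in 5 of the 11 alternative fits, namely without wild-type replicate 1 (-0.77) or 5 (-0.80), without *bdr1,2,3* replicate 2 (-0.81) or 7 (-0.78), and with only the 2 genotypes (-0.85). The opposite-strand gene AT5G11425, from 3647959 to 3648168, lies inside *BDR2*, and the paper's text does not name the strand setting of the counting. *BDR3* had 222, 44 and 310 counts in wild type and 143, 203 and 47 in *bdr1,2,3*, a log2 fold change of -0.76 (standard error 0.29, adjusted p = 0.226 from the same edgeR test) that did not pass the threshold, and it ran from -0.50 without *bdr1,2,3* replicate 7 to -1.07 without replicate 4. In *fpa* the counts were 867, 979 and 953 for *BDR1*, 356, 476 and 467 for *BDR2*, and 269, 284 and 299 for *BDR3*.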

Each BDR protein contains an SPOC domain, which is found in the SPEN family of transcriptional repressors, and a transcription elongation factor IIS (TFIIS) central domain (Fig. 1a, Supplementary Fig. 1)^12,13^. TFIIS contains three domains (I, II/central, and III) and acts as a positive elongation factor. During elongation, RNA Pol II frequently backtracks, such that it is no longer positioned at the 3′ end of the growing transcript. To restart elongation, the central domain of TFIIS binds to RNA Pol II, while domain III stimulates cleavage of the nascent transcript, thus providing a new 3′ end for RNA Pol II^12,14–16^. The fact that BDR proteins do not contain domain I or III suggests that the BDR proteins are unlikely to have TFIIS-like activity.

**Fig. 1:**
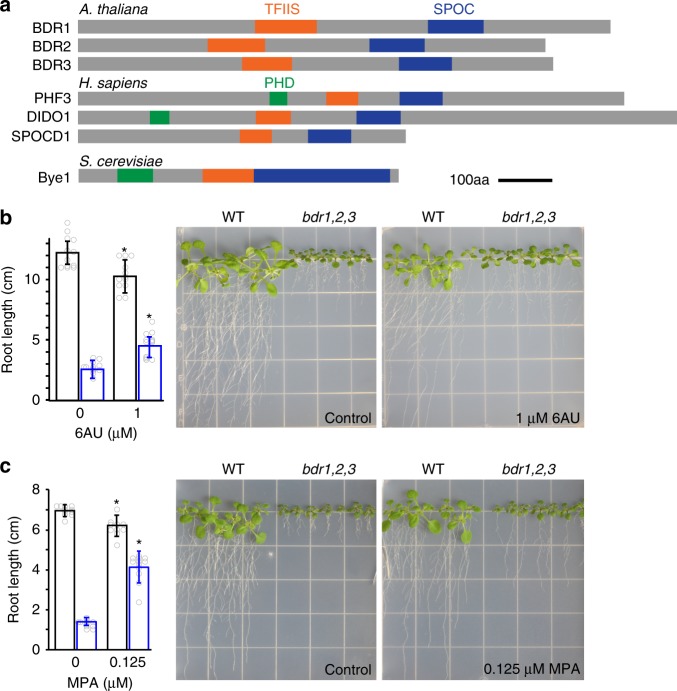
Reduced root growth in the *bdr1,2,3* mutant is partially restored by inhibitors of transcriptional elongation. **a** Schematic drawing of BDR proteins and related proteins from humans and yeast. **b**, **c** The short-root phenotype of *bdr1,2,3* is partially rescued by the transcription elongation inhibitors 6AU (**b**) and MPA (**c**). Wild type and *bdr1,2,3* are represented by black and blue bars, respectively (*n* = 12 biologically independent seedlings). Error bars indicate one standard deviation. Asterisks indicate significant differences (*p* < 0.05)

Proteins with similar domain organization are found outside plants, with fungal and animal proteins often including an additional N-terminal PHD domain^17–19^ (Fig. 1a). These include the mammalian proteins SPOCD1, PHF3, and DIDO1^17,20,21^. The best characterized is the yeast protein BYpass of Ess1 (Bye1), which contains a PHD domain in addition to its SPOC and TFIIS central domains. Bye1 is thought to act as a negative elongation factor and binds to Pol II through its TFIIS central domain and to histone H3 trimethylated on lysine 4 (H3K4me3) through its PHD domain^17,22^. Bye1 is enriched in the 5′ regions of genes^17,23^, and consistent with a role in repressing Pol II elongation, Pol II occupancy in the 5′ regions of genes is reduced in the bye1 mutant, whereas Pol II occupancy is increased in gene bodies^22^.

To investigate the function of BDR proteins in Arabidopsis, we obtained T-DNA insertional mutants in *BDR1* (*bdr1-1*), *BDR2*, (*bdr2-1*), and *BDR3* (*bdr3-1*). Single mutants did not show clear phenotypes; however, the *bdr1,2,3* triple mutant showed a short-root phenotype (Fig. 1b, c). Given the similarity between the BDR proteins and negative elongation factors^17,22^, we speculated that the mutant phenotypes might be caused by increased transcriptional elongation. If this is the case, inhibiting elongation might attenuate the phenotype of the *bdr1,2,3* triple mutant. To test this hypothesis, we grew seedlings in the presence of a chemical inhibitor of transcription elongation, 6-Azauracil (6AU)^24^ and examined root growth. In contrast to wild type, which showed a reduction in root growth when grown on 6AU, root length was partially rescued in *bdr1,2,3* mutant seedlings (Fig. 1b and Supplementary Data 1). We also tested a second chemical inhibitor of transcription elongation, mycophenolic acid (MPA)^24^. Similar to the results with 6AU, MPA had a slight negative effect on root growth in wild type (Fig. 1c and Supplementary Data 1); however, *bdr1,2,3* root length more than doubled when grown on MPA. These results suggest that the short-root phenotype may be due to increased transcriptional elongation in the *bdr1,2,3* background.

### BDR proteins are enriched at gene borders

We performed chromatin immunoprecipitation followed by next-generation sequencing (ChIP-seq) to determine the localization of BDR1, BDR2, and BDR3 using MYC-tagged constructs driven by their respective endogenous promoters in the *bdr1,2,3* background. All three constructs rescued the short-root phenotype of *bdr1,2,3* (Supplementary Fig. 2A). ChIP-seq showed that BDR1 and BDR2 are mainly enriched at gene borders, with peak summits located a short distance upstream of TSSs and/or downstream of TESs (Fig. 2a, b). Because intergenic distances in *Arabidopsis* are relatively short (e.g., Fig. 2a), it is often not possible to unambiguously assign an intergenic peak to one of the two neighboring genes, but BDR peaks are nevertheless found between both converging and diverging gene pairs (Fig. 2a). In contrast to BDR1 and BDR2, which show roughly similar binding in TSS and TES regions, BDR3 showed a strong preference for TES binding (Fig. 2b). Among the three BDR proteins, BDR1 showed the highest ChIP-seq enrichment and BDR3 showed the lowest (Fig. 2b, note different *y* axis scales).

**Fig. 2:**
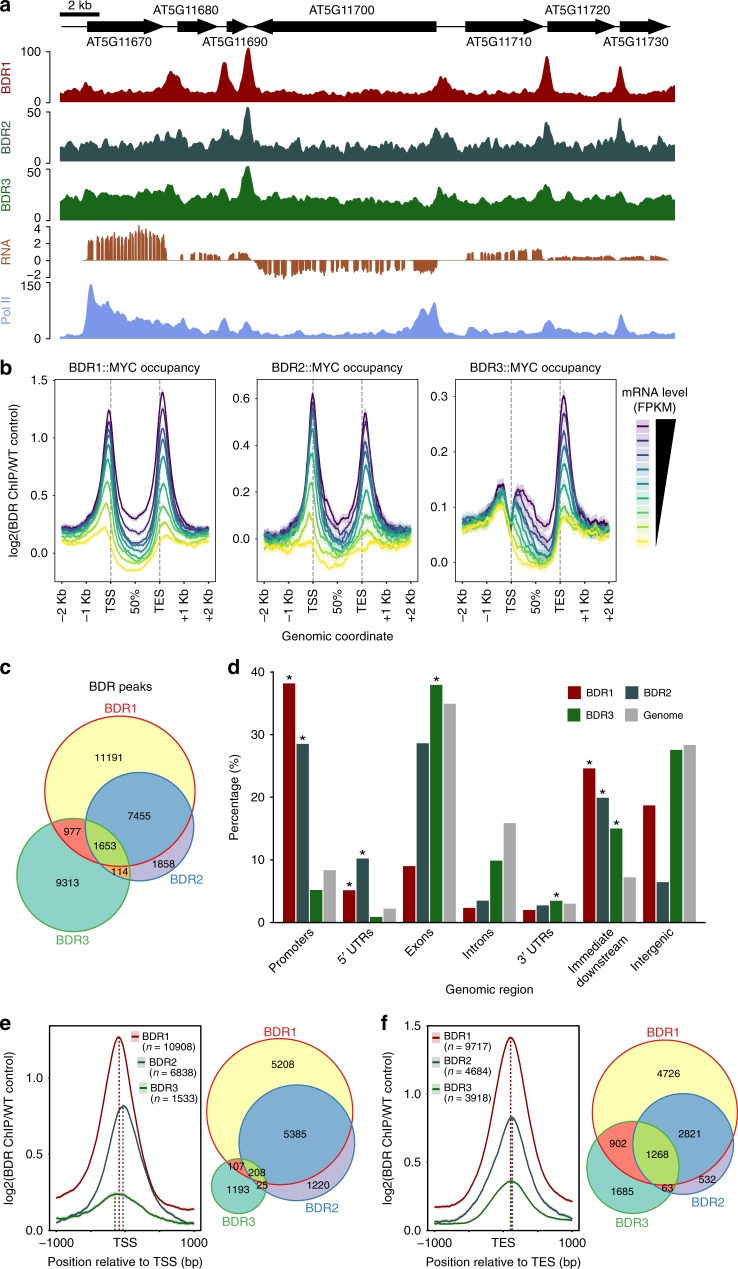
Genome-wide localization of BDR proteins. **a** Browser track showing intergenic enrichment of BDR1, BDR2, BDR3, and Pol II. **b** Metagene profiles of BDR1::MYC, BDR2::MYC, and BDR3::MYC ChIP-seq signal in nine groups of genes defined by increasing mRNA expression levels in wild type. The average BDR ChIP-seq signal for each group (line) and the associated 95% confidence interval based on a Gaussian assumption (shade) are represented. Signal in gene bodies was averaged in bins of 1% of the gene size. FPKM fragments per kilobase per million aligned fragments. **c** Venn diagram showing the overlap between BDR1, BDR2, and BDR3 peaks. **d** Distribution of BDR ChIP-seq peaks in various classes of genomic features. Promoter regions and immediate downstream regions are defined as up to 300 bp upstream from the TSS or downstream of the TES, respectively. Intergenic regions are >300 bp from any gene. Asterisks indicate a significant enrichment compared to genome-wide distributions (*p* < 0.002). **e**, **f** Coverage of ChIP-seq signal for BDR1, BDR2, and BDR3 around the TSS (**e**) and TES (**f**). For each protein, genes were selected that contained peak summits <300 bp from their TSS (**e**) or TES (**f**). Venn diagrams illustrate the overlap between genes with BDR1, BDR2, and BDR3 peaks at their TSS (**e**) or TES (**f**)

We defined 21,334, 11,997, and 12,178 peaks for BRD1, BDR2, and BDR3, respectively. Consistent with their greater amino acid sequence similarity (Supplementary Fig. 1), we found the greatest overlap in peaks between BDR1 and BDR2. Approximately 82% of BDR2 peaks overlapped with BDR1 peaks, whereas only 22% of BDR3 peaks overlapped with BDR1 (Fig. 2c). For all three BDR proteins, occupancy is correlated with the expression of the nearest gene (Fig. 2b). BDR1 and BDR2 peaks were enriched in the intergenic regions, such as promoters and regions immediately downstream of the TES, as well as 5′ untranslated regions (5′ UTRs; Fig. 2d). BDR3, in contrast, did not show enrichment in promoters or 5′ UTRs but was enriched in exons, 3′ UTRs, and regions immediately downstream of the TES. Because binding of BDR proteins is strongest near the TSS and/or TES, we examined occupancy in these regions in more detail. For each BDR protein, we identified sets of genes containing peaks within 300 bp of the TSS or TES and plotted the occupancy of the corresponding BDR protein (e.g., occupancy of BDR1 over TSS regions containing BDR1 peaks, occupancy of BDR2 over TSS regions containing BDR2 peaks, etc). In the TSS region, all three BDR proteins showed maximum occupancy slightly upstream of the TSS (Fig. 2e), with maxima of −87, −31, and −148 bp for BRD1, BDR2, and BDR3, respectively. BDR proteins showed less variation in binding position at the TES, with maxima of 106, 131, and 117 bp downstream of the TES for BRD1, BDR2, and BDR3, respectively. (Fig. 2f). BDR1 and BDR2 showed strong overlap in peaks at both the TSS and TES, whereas BDR3 showed stronger overlap with BDR1 and BDR2 at the TES than at the TSS (Fig. 2e, f).

BDR1 peaks are located in nucleosome-depleted, DNase-hypersensitive regions (Fig. 3a and Supplementary Fig. 3). Although less pronounced than for BDR1, regions with the highest occupancy for BDR2 and BDR3 also showed a preference for nucleosome-depleted regions (Supplementary Fig. 3). Consistent with the correlation with gene expression (Fig. 2b), we found that the occupancy of all three BDR proteins also correlates with Pol II levels (Fig. 3a and Supplementary Fig. 3). Because BDR1, BDR2, and BDR3 show differences in binding in TSS and TES regions (Fig. 2b), we also examined the correlations between BDR proteins, Pol II, H3, and DNase-hypersensitive regions specifically at 250 bp regions immediately before the TSS, after the TSS, before the TES, and after the TES (Supplementary Fig. 4). These data show that some correlations are stronger in particular regions. For example, the correlation between BDR3, which shows relatively little binding near the TSS, with BDR1, BDR2, and Pol II is higher near the TES (Supplementary Fig. 4).

**Fig. 3:**
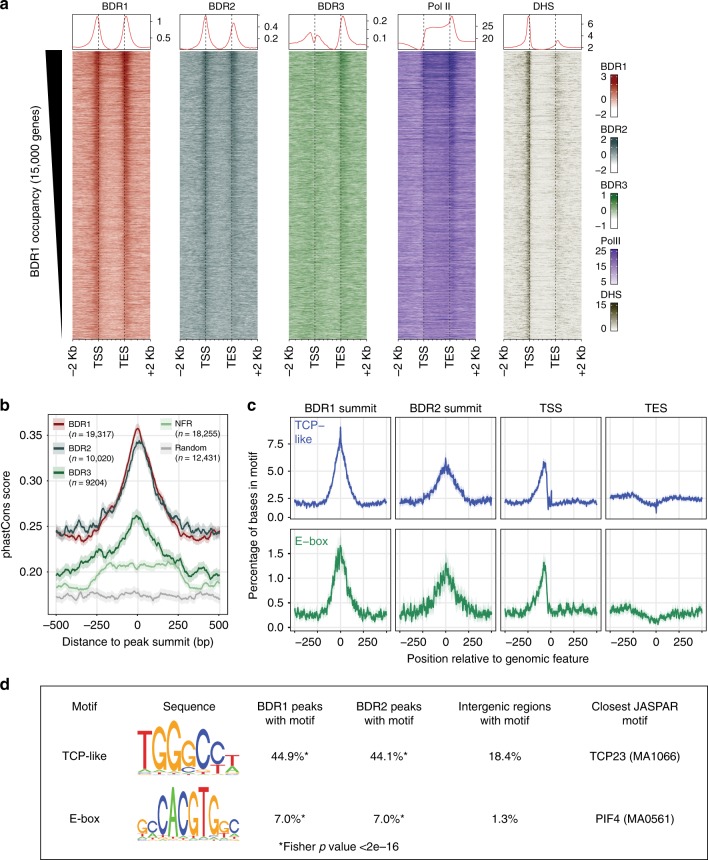
BDR peaks contain evolutionarily conserved TCP-like and E-box motifs. **a** Heatmap and metagene profiles (top) of ChIP-seq signals and DNAse-hypersensitive sites (DHS). Genes were sorted by total BDR1 signal around the TSS and TES; the top 15,000 genes are shown. **b** Sequence conservation across 20 angiosperms for intergenic regions around BDR1, BDR2, and BDR3 peak summits, nucleosome-free regions (NFR), or random regions. Average phastCons score (line) and 95% confidence intervals (shade) are shown. **c** Enrichment of TCP-like and E-box motifs in BDR1 and BDR2 summits, TSS, and TES regions. **d** Motifs identified in BDR1 and BDR2 summits

We also examined sequence conservation around BDR peaks. PhastCons^25^ examines sequence conservation between *Arabidopsis* and the genomes of 20 other angiosperms. In order to focus on the conservation of intergenic regions, sequences corresponding to annotated genes were removed. Because BDR peaks are preferentially found in nucleosome-depleted regions, we included other nucleosome-free regions, as well as random intergenic sequences, as controls. We found that sequence conservation was significantly higher at BDR peaks compared to surrounding intergenic sequences (Fig. 3b), with higher conservation observed for BDR1 and BDR2 peaks than for BDR3 peaks. We also searched for overrepresented motifs in BDR1 and BDR2 peaks, focusing on the 101 bp surrounding the peak center. Two motifs were identified that occurred more frequently in BDR1 and BDR2 peaks than in other intergenic regions (Fig. 3c, d). A TCP-like motif was found in 44.9% of BDR1 peaks and an E-box motif was found in 7.02%^26^. Both motifs were also enriched in BDR2 peaks (Fig. 3d). Interestingly, although BDR1 and BDR2 are enriched near both TSS and TES regions (Fig. 2b, e, f), these motifs only show enrichment near TSS sites (Fig. 3c). Because BDR proteins lack characterized DNA-binding motifs, it is likely that recruitment to chromatin depends on interactions with other factors. The result that enriched sequence motifs are found near the TSS, but not near the TES suggests that BDR proteins may be recruited to chromatin through multiple interactions/mechanisms, e.g., interacting with DNA-binding proteins that recognize TCP-like and/or E-box motifs near the TSS, and other proteins, such as components of the transcription termination machinery, near the TES. The model that BDR proteins may be recruited to TSS and TES regions through separate mechanisms is also supported by asymmetric binding profile of BDR3, which shows much stronger affinity for TES regions than for TSS sites (Fig. 2b).

### BDR proteins promote 3′ Pol II pausing

The potential role of BDR proteins as negative transcription elongation factors and their enrichment near the 3′ ends of genes suggests that they may play a role in 3′ pausing. We determined Pol II occupancy in wild type and *bdr1,2,3* using antibodies recognizing Pol II, Serine 5 phosphorylated Pol II (S5P), and Pol II S2P. During transcription, Pol II undergoes a series of phosphorylation events, with Pol II S5P associated with initiation and Pol II S2P associated with elongation^27^. Consistent with this model, we observed that Pol II S2P signal increased through the body of the gene (Fig. 4a). S5P occupancy increased not only through the body of the gene but also showed a peak near the TSS and a depletion near the TES (Fig. 4a). Consistent with published ChIP-seq, GRO-seq, and pNET-seq studies^10,11,28^, all three antibodies showed 3′ Pol II accumulation just after the TES (Fig. 4a, red arrows), indicative of 3′ pausing.

**Fig. 4:**
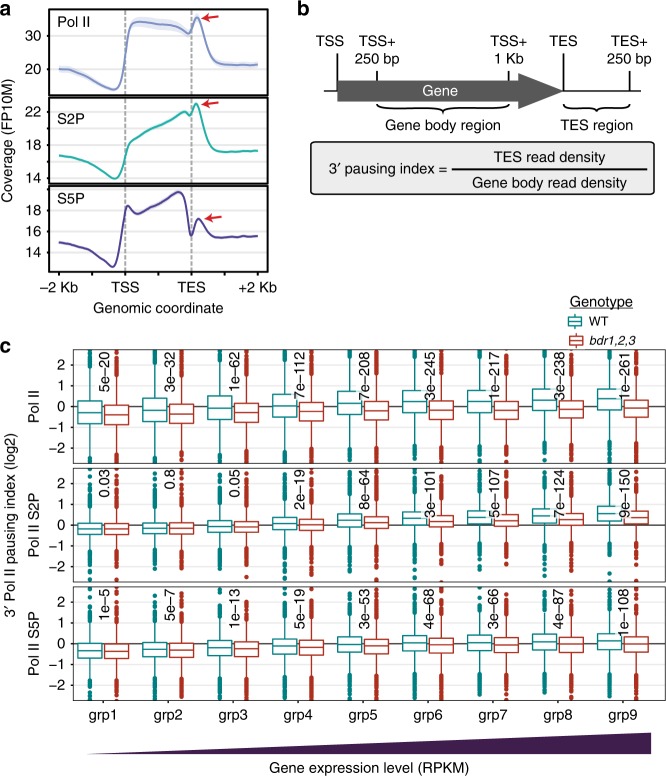
BDR proteins promote 3′ pausing and gene expression in a specific genomic context. **a** Pol II ChIP-seq coverage across expressed genes in *Arabidopsis* seedlings. 3′ pausing indicated by red arrows. **b** Calculation of a 3′ pausing index. **c** 3′ pausing indices for nine groups of genes defined by increasing mRNA expression levels in wild type. 3′ pausing is reduced in the *bdr1,2,3* mutant, particularly at highly expressed genes. The centerline of boxplots is the median. The bounds of the box are the first and third quartiles (Q1 and Q3). Whiskers represent data range but are bounded to 1.5-fold the interquartile range (Q3–Q1); points outside this range are represented individually

We used ChIP-seq data from wild type and *bdr1,2,3* to calculate a 3′ pausing index for Pol II (ratio of read densities from the region immediately downstream of the TES to those of the gene body, Fig. 4b). We first examined the relationship between 3′ pausing and gene expression. In wild type, the level of 3′ pausing was correlated with gene expression, with the most highly expressed genes having the highest levels of 3′ pausing (Fig. 4c). In *bdr1,2,3*, 3′ pausing was significantly reduced for nearly all combinations of antibody and gene expression group (Fig. 4c). Thus BDR proteins do indeed promote 3′ pausing for a large fraction of genes.

### BDR-protected genes occur in a specific genomic context

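Wild-type, *bdr1,2,3* and *fpa* seedlings were profiled by RNA-seq, with 3 libraries per genotype, in the first of the paper's 2 studies under standard conditions. The *fpa* mutant is affected in an RNA-binding protein, and the paper cites chimeric readthrough transcripts in such mutants. The paper computed its figures from the second study except where otherwise stated, so the values given here and at the conclusions that follow come from other libraries than its figures. Seedlings were 8 days old and had 16 h light and 8 h dark, at 22 °C according to the paper and 21 °C according to the sample labels. Reads were 49 bp single-end reads, which the authors aligned with TopHat 2, filtered to unique alignments and counted per gene with featureCounts. The deposited counts are not normalized. They sum to 18855994, 8676610 and 26861793 in wild-type replicates 1, 12 and 5, to 22459206, 24810614 and 14557440 in *bdr1,2,3* replicates 2, 4 and 7, and to 16995153, 17656020 and 20384978 in *fpa* replicates 3, 6 and 8. Wild-type replicate 12 is the shallowest library, and it is not among the 8 libraries of the authors' normalized table. All 9 libraries were kept, and some values are also given without replicate 12. The libraries of a genotype differed by more than sampling noise, with a chi-square per degree of freedom between their counts of 8.56 or more in each of the 9 pairs. The counts were filtered with edgeR's filterByExpr, which left 20413 genes, scaled by TMM normalization and compared in one fit of the 3 genotypes. The common biological coefficient of variation was 0.188. Genes with a Benjamini-Hochberg adjusted p-value under 0.05, the limit the paper uses with DESeq2, were called differentially expressed. The test is two-sided, and a standard error is the log2 fold change divided by the square root of the F statistic. The choice of tool, the threshold, the filter on low counts and the wild-type libraries each changed the number of calls.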

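In *bdr1,2,3*, 384 genes were lower and 123 genes were higher than in wild type. As a ratio, an adjusted p-value under 0.01 moved these counts most, to 187 and 42. DESeq2 called 639 lower and 243 higher. Without wild-type replicate 12, edgeR called 468 lower and 188 higher, and 93.5% of the 507 genes called from all libraries were called again in the same direction. Without wild-type replicate 5 it called 277 lower and 57 higher, and without *bdr1,2,3* replicates 2, 4 and 7 in turn it called 218, 233 and 266 lower and 61, 57 and 70 higher. The falls named here are the 3 largest among genes with a mean log2 CPM of at least 1 and libraries that separate fully by genotype. AT4G31310, on chromosome 4 from 15191220 to 15192596, had 16.5 ± 0.6 CPM (SD, n = 3) in wild type and 0.14 ± 0.121 (SD, n = 3) in *bdr1,2,3*, a log2 fold change of -6.93 (standard error 0.42, adjusted p = 4.2e-07 from edgeR with Benjamini-Hochberg adjustment). AT4G11410, on chromosome 4 from 6944891 to 6947413, fell by 6.26 on the log2 scale (standard error 0.39, adjusted p = 4.2e-07 from edgeR). AT3G01345, on chromosome 3 from 129138 to 130749, fell by 5.58 (standard error 0.49, adjusted p = 1.36e-05 from edgeR), and it was also called lower in *fpa*. By the paper's values in Supplementary Data 1 it was lower in each of the *bdr* single mutants too, so its fall is not particular to *bdr1,2,3*. By the same rule the largest rises were those of *FLC* (AT5G10140), AT5G60610 and AT1G29560. *FLC*, on chromosome 5 from 3173382 to 3179448, had 13.4 ± 4.07 CPM (SD, n = 3) in wild type and 119 ± 9.13 (SD, n = 3) in *bdr1,2,3*, a log2 fold change of 3.14 (standard error 0.20, adjusted p = 5.61e-07 from edgeR). AT5G60610, on chromosome 5 from 24363591 to 24365615, rose by 3.00 (standard error 0.30, adjusted p = 4.61e-05 from edgeR). AT1G29560, on chromosome 1 from 10332371 to 10335714, rose by 2.52 (standard error 0.55, adjusted p = 0.0239 from edgeR), and this call was lost in 4 of the 10 alternative fits, namely without wild-type replicate 5 (2.27), without *bdr1,2,3* replicate 2 (2.16) or 4 (2.54), and with only the 2 genotypes (2.52). Genes with an unadjusted p-value above 0.45 and an absolute log2 fold change below 0.25 in *bdr1,2,3*, taken here as non-differentially expressed, numbered 7524 among tested protein-coding genes. The paper applies these limits to the single mutants and the triple mutant together and also removes genes with extreme read counts, which leaves fewer genes.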

We used RNA-seq analysis to identify three sets of genes whose expression is promoted or repressed by BDR proteins (i.e., show decreased or increased expression in *bdr1,2,3* seedlings, respectively), as well as non-differentially expressed genes (Supplementary Fig. 5A). Interestingly, we found that BDR-promoted genes, which we will refer to as BDR-protected genes, preferentially occur in a specific genomic context (Fig. 5a and Supplementary Fig. 5B). 

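The nearest protein-coding gene on the 5′ side was taken as the upstream neighbor, with gene borders from the TAIR10.1 annotation. Of 371 protein-coding genes lower in *bdr1,2,3* with such a neighbor, 82.2% had it on the same strand, against 50.6% of the other tested genes (Fisher's exact test, two-sided, p = 3.94e-36, and 3.54e-35 after Benjamini-Hochberg adjustment over the 9 tests of genomic context). Leaving out *bdr1,2,3* replicate 2 moved this share most, to 88.5%. AT4G31310 starts 2 bp from AT4G31300 and AT4G11410 starts 62 bp from AT4G11420, in both cases on the same strand, while the upstream neighbor of AT3G01345 is on the opposite strand. Of 117 genes higher in *bdr1,2,3*, 68.4% had an upstream neighbor on the same strand, against 51.1% of the other tested genes (Fisher's exact test, two-sided, p = 0.000187, adjusted p = 0.00042). Without wild-type replicate 1, the share among the higher genes was 59.7% of 129 genes (Fisher's exact test, two-sided, p = 0.0633).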

In all, 74% of BDR-protected genes are on the same strand as their immediate upstream neighbor, compared to 50% for all genes in the genome (Fig. 5a and Supplementary Fig. 5B). No significant enrichment for orientation was found in the downstream neighbor of BDR-protected genes, although BDR-repressed genes showed a slight preference for having a downstream tandem neighbor (Supplementary Fig. 5B). In addition to orientation, we also examined the intergenic distances between BDR-protected genes and their upstream neighbors. 

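On the 3′ side, 52.7% of 372 genes lower in *bdr1,2,3* had their nearest protein-coding neighbor on the same strand, against 50.6% of the other tested genes (Fisher's exact test, two-sided, p = 0.433, and 0.557 after adjustment over the 9 tests of genomic context). Of the genes higher in *bdr1,2,3*, 50.4% had a downstream tandem neighbor, against 50.7% of the other tested genes (Fisher's exact test, two-sided, p = 1, adjusted p = 1). The direction of this last comparison changed with the processing. With DESeq2's calls the share among higher genes was 57.8% of 225 genes (Fisher's exact test, two-sided, p = 0.0375), and over the BDR-repressed genes of Supplementary Data 1 that were tested here it was 59.4% of 465 genes against 50.4% (Fisher's exact test, two-sided, p = 0.000168).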

The TES of the upstream gene is much closer to the TSS of BDR-protected genes (244 bp) compared to the genome-wide median of 859 bp (Fig. 5b). 

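Among genes lower in *bdr1,2,3* with a tandem upstream neighbor that does not overlap them, the median intergenic distance was 93 bp over 262 genes. It was 727 bp over the other tested genes (permutation test of the difference in median log10 distance, two-sided, p = 1e-05, the smallest the permutations can give; adjusted p = 3e-05 over the 9 tests). The choice of tool moved this median most, to 150 bp with DESeq2's calls. The paper's own list of BDR-protected genes gave 111 bp with the gene borders used here, which can differ from the paper's. Genes higher in *bdr1,2,3* had a median of 981.5 bp over 76 genes, against 702 bp over the other tested genes (permutation test, two-sided, p = 0.156, adjusted p = 0.28). Under the Kolmogorov-Smirnov test, which the paper uses, the distances of the higher genes differed from the others (p = 0.017, two-sided). Over all protein-coding genes of the annotation the median was 829 bp.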

Finally, we examined the expression levels of tandem upstream genes. 

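Expression of the upstream neighbors was taken from the 3 wild-type libraries as the mean log2 RPKM, computed from the counts and the exon length of each gene, and neighbors with no count in a library were left out. The 293 tandem upstream neighbors of genes lower in *bdr1,2,3* had a median of 4.28, and the 2815 tandem upstream neighbors of non-differentially expressed genes had a median of 2.77. The difference was 1.51 on the log2 scale, which is 2.85-fold (permutation test, two-sided, p = 1e-05, the smallest the permutations can give; adjusted p = 3e-05 over the 9 tests of genomic context). Keeping all neighbors with a pseudocount of 0.1 RPKM moved the difference most, to 2.21. The 62 tandem upstream neighbors of genes higher in *bdr1,2,3* had a median of 2.92, a difference of 0.15 from those of non-differentially expressed genes (permutation test, two-sided, p = 0.639, adjusted p = 0.719). With DESeq2's calls this last difference was -0.11, and without *bdr1,2,3* replicate 7 it was -0.16.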

The tandem upstream neighbors of BDR-protected genes were more highly expressed (~2.5-fold higher) than the tandem upstream neighbors of non-differentially expressed controls or BDR-repressed genes (Fig. 5c). These tandem upstream genes were enriched for functions related to protein translation, subcellular targeting, and salt stress (Fig. 5c). In contrast to the BDR-protected genes themselves, the tandem upstream neighbors of BDR-protected genes were typically not differentially expressed in the *bdr1,2,3* triple mutant. Thus BDR-protected genes preferentially occur a short distance downstream of a highly expressed gene on the same strand and BDR proteins are required to maintain the expression of the downstream gene but not the upstream neighbor.

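Of the 290 tandem upstream neighbors of lower genes that were tested, 4 were called in *bdr1,2,3* themselves, with 2 lower and 2 higher. This is 1.38%, against 2.48% of the tandem upstream neighbors of the other tested genes (Fisher's exact test, two-sided, p = 0.329, and 0.493 after adjustment over the 9 tests). Their median log2 fold change was 0.023, and that of the other 7541 neighbors was 0.013. Without wild-type replicate 12, 9 of 349 such neighbors were called. Without wild-type replicate 5 it was 0 of 215, without *bdr1,2,3* replicate 2 it was 0 of 182 and without replicate 7 it was 0 of 209, with 21, 11 and 25 neighbors at an unadjusted p-value under 0.05, and without replicate 4 it was 1 of 185. Without wild-type replicate 1 the share was 2.88%, above the 2.83% of the other neighbors (Fisher's exact test, two-sided, p = 0.862). DESeq2 called 2.44% of these neighbors and 4.49% of the others (Fisher's exact test, two-sided, p = 0.0434).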

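The tandem pairs that the paper shows in Fig. 6d were read in the same libraries. AT1G20816, on chromosome 1 from 7233654 to 7235128, had 5.6 ± 0.432 CPM (SD, n = 3) in wild type and 0.462 ± 0.201 (SD, n = 3) in *bdr1,2,3*, a log2 fold change of -3.66 (standard error 0.34, adjusted p = 2.19e-05 from edgeR with Benjamini-Hochberg adjustment). Its upstream neighbor AT1G20810 lies from 7231981 to 7233657 on the same strand and overlaps it by 4 bp, so a read there can belong to either gene. AT1G20810 had a log2 fold change of 0.15 (standard error 0.12, adjusted p = 0.59 from edgeR). AT3G24560 (*RSY3*), on chromosome 3 from 8963770 to 8966616, had 6.03 ± 1.89 CPM (SD, n = 3) in wild type and 0.481 ± 0.321 (SD, n = 3) in *bdr1,2,3*, a log2 fold change of -3.74 (standard error 0.44, adjusted p = 0.000176 from edgeR). Its upstream neighbor AT3G24550 (*PERK1*) ends 201 bp away and had a log2 fold change of -0.41 (standard error 0.15, adjusted p = 0.208 from edgeR). The change of all tested protein-coding genes was then compared by the strand of the upstream neighbor, without regard to which genes pass a threshold. Among genes less than 600 bp from the neighbor, the median log2 fold change was -0.0486 over 4479 genes with the neighbor on the same strand and 0.0389 over 2789 genes with it on the opposite strand. The difference of -0.0875 (permutation test across genes, which are not independent replicates, two-sided, p = 1e-05, the smallest the permutations can give; 3e-05 after Benjamini-Hochberg adjustment over 12 such tests) leaves out genes that overlap the neighbor. It was -0.0339 from 600 to 1200 bp (permutation test, two-sided, p = 0.00633, adjusted p = 0.0109) and -0.0259 beyond 1200 bp (permutation test, two-sided, p = 0.0016, adjusted p = 0.00384). Among genes 100 to 600 bp from the neighbor the difference was -0.0615 (permutation test, two-sided, p = 1e-05, again the smallest possible). The paper draws on the orientation, distance and expression of the neighbors, and on upstream neighbors that were typically not differentially expressed in *bdr1,2,3*. From these it concludes that BDR proteins are required to keep up the expression of the downstream gene and not that of the upstream neighbor.

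**Figure D1:**
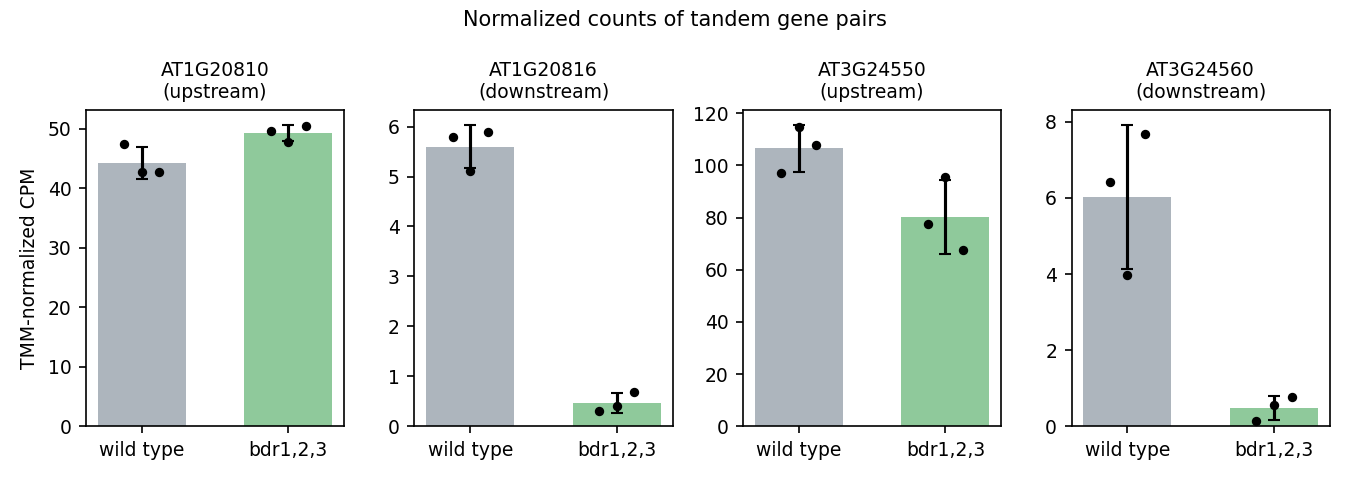
TMM-normalized CPM of the upstream and downstream genes of both pairs in wild type and *bdr1,2,3*. Bars are means, error bars are SD (n = 3), and points are libraries, with all 3 *bdr1,2,3* points below all wild-type points for AT1G20816 and for AT3G24560.

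**Figure D2:**
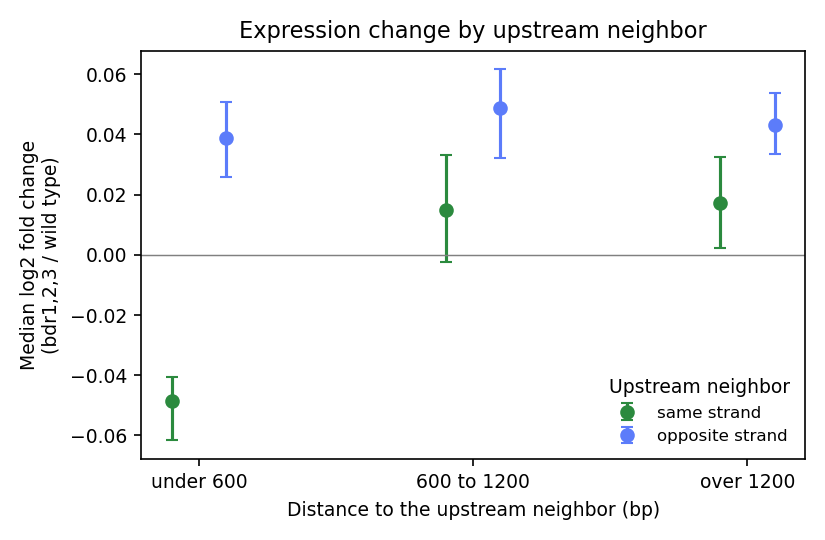
Median log2 fold change in *bdr1,2,3* of tested genes by the distance in bp to the upstream neighbor and by its strand, with 95% bootstrap intervals over genes. The only median below 0 is that of genes under 600 bp from a neighbor on the same strand.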

**Fig. 5:**
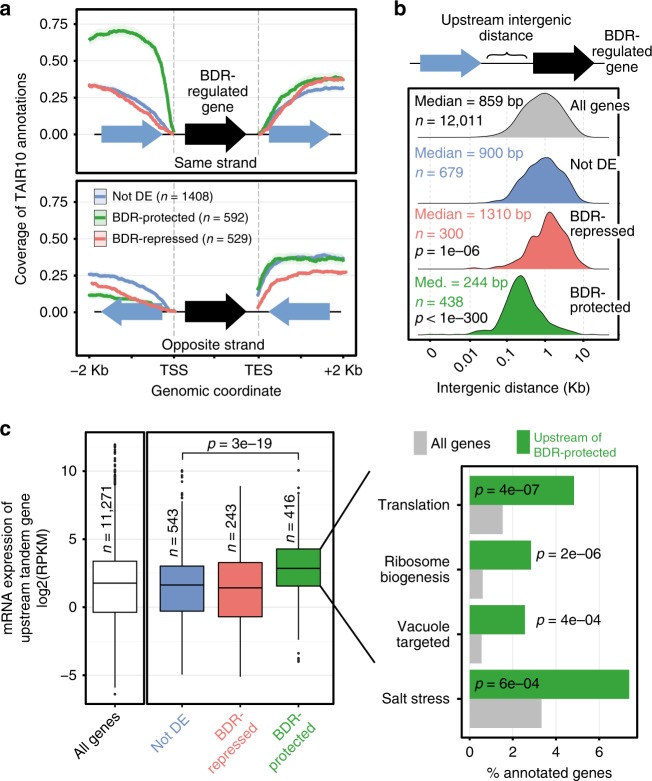
Genes positively regulated by BDR proteins tend to have highly expressed upstream neighbors on the same strand. **a** Fraction of BDR-regulated genes that have upstream or downstream neighbors at various orientations, within the indicated distances. **b** BDR-protected genes and their upstream tandem neighbors have short intergenic distances. Distribution of intergenic distances between tandem genes. Distribution differences relative to all genes were evaluated by Kolmogorov–Smirnov test with BH correction. **c** The upstream tandem neighbors of BDR-protected genes have relatively high expression levels. Wild-type gene expression levels for upstream tandem neighbors from the indicated groups of genes (left panel). Differences are evaluated by Mann–Whitney *U* test. Right panel, gene ontology analysis (goseq R package) of the upstream tandem neighbors of BDR-protected genes. Categories with *p* < 0.001 are shown. The centerline of the boxplot is the median. The bounds of the box are the first and third quartiles (Q1 and Q3). Whiskers represent data range but are bounded to 1.5-fold the interquartile range (Q3–Q1); points outside this range are represented individually

### BDR proteins promote 3′ Pol II pausing

Given that BDR-protected genes are generally located a short distance downstream of a highly expressed neighbor on the same strand, we speculated that 3′ pausing at the upstream gene might be important in protecting the downstream gene from TI. TI is broadly defined as the direct negative impact of one gene’s transcription on a second gene that is located in *cis*^1^. For example, it is possible for elongating Pol II from one gene to intrude into the promoter of a downstream gene on the same strand, disrupting its expression^2–5^.

To explore the model that BDR proteins might be important in promoting 3′ pausing at the upstream neighbors of BDR-protected genes, we examined the Pol II occupancy at the upstream neighbors of BDR-protected genes in wild type. We found that the upstream neighbors of BDR-protected genes have elevated 3′ pausing compared to a set of 1500 control genes with levels of expression similar to the upstream neighbors of BDR-protected genes (Fig. 6a and Supplementary Fig. 6). To determine whether the increased 3′ pausing is correlated with BDR proteins, we examined BDR protein occupancy at the upstream neighbors of BDR-protected genes. Compared to BDR-repressed genes or expression-matched control genes, BDR protein occupancy was higher at the upstream neighbors of BDR-protected genes (Fig. 6b), particularly near the TES. Because BDR occupancy is correlated with gene expression levels and Pol II occupancy (Figs. 2b and 3a and Supplementary Fig. 3), we investigated whether Pol II occupancy could account for this enrichment. Even after normalization of BDR ChIP-seq coverage by Pol II occupancy, the enrichment in BDR1 and BDR2 binding at tandem genes upstream of BDR-protected genes is still apparent (Supplementary Fig. 7).

**Fig. 6:**
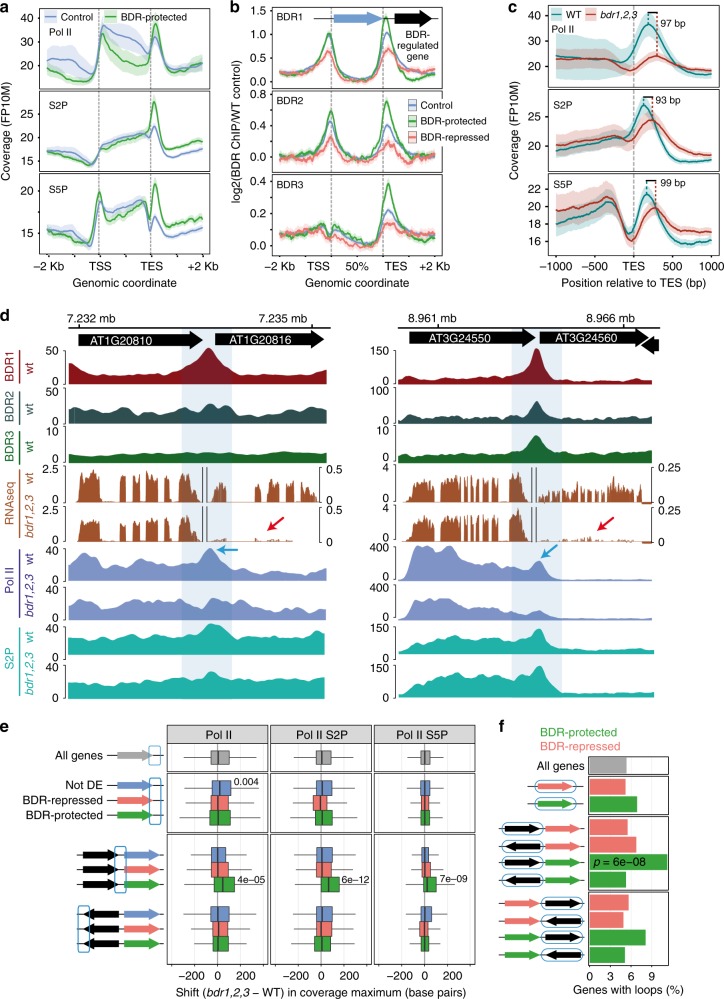
BDR proteins protect downstream genes from TI. **a** Levels of 3′ paused Pol II are elevated at tandem upstream neighbors of BDR-protected genes compared to expression-matched control genes. Metagene profiles of Pol II, Pol II-S5P, and Pol II-S2P ChIP-seq coverage across expressed genes in *Arabidopsis* seedlings. **b** BDR1 and BDR2 are enriched in the intergenic region between BDR-protected genes and their upstream tandem neighbors. Metagene profiles of ChIP-seq coverage at genes located upstream, on the same strand, as BDR-protected, BDR-repressed, or expression-matched control genes. **c** 3′ paused Pol II at upstream genes is reduced and shifted downstream in the absence of BDR proteins. Pol II near the TES of tandem upstream neighbors of BDR-protected genes is shifted ~96 bp downstream in the *bdr1,2,3* mutant. Average Pol II ChIP-seq profiles are presented. **d** Browser tracks of BDR-protected genes and their upstream tandem neighbors. Note the high BDR1 and BDR2 occupancy in the intergenic region, reduction in the expression of the downstream gene in the *bdr1,2,3* mutant (red arrows), and the reduction in 3′ paused Pol II at the upstream gene (blue arrows). **e** The downstream shift in the position of 3′ pausing in *bdr1,2,3* occurs preferentially at the upstream tandem neighbors of BDR-protected genes. The centerline of boxplots is the median. The bounds of the box are the first and third quartiles (Q1 and Q3). Whiskers represent data range but are bounded to 1.5-fold the interquartile range (Q3-Q1); points outside this range are omitted. **f** Upstream tandem neighbors of BDR-protected genes are enriched in gene loops^36^. Enrichment of gene loops in BDR-regulated genes and their neighbors. Statistics reflect the presence of loops in the circled gene in each context. *p* Values are shown for Fisher exact test with BH *p* value correction

We also examined Pol II occupancy in the *bdr1,2,3* mutant background. In the absence of the BDR proteins, the magnitude of 3′ pausing at the upstream neighbors of BDR-protected genes is reduced (Fig. 6c). We also found that peak 3′ pausing shifted ~96 bp toward the TSS of downstream BDR-protected genes (Fig. 6c). Because most BDR-protected genes are <250 bp away from their upstream tandem neighbor, 96 bp represents a significant fraction of the intergenic distance and has the potential to interfere with transcription initiation of the downstream gene or result in readthrough transcription. To investigate the latter possibility, we looked for evidence of chimeric readthrough transcripts, which have been reported in mutants for the RNA-binding protein *fpa*^29^. We saw no evidence, however, of chimeric transcripts between BDR-protected genes and their upstream tandem neighbors (Fig. 6d and Supplementary Fig. 8). This suggests that the reduced expression of downstream tandem genes in *bdr1,2,3* may be due to a failure of transcription factors to assemble at the promoter. Interestingly, while BDR proteins affect the magnitude of 3′ pausing for a large fraction of the genome (Fig. 4c), a significant shift in the position of 3′ pausing was consistently observed only for the upstream neighbors of BDR-protected genes (Fig. 6e).

### BDR proteins are correlated with gene loops

Genome-wide application of chromatin conformation capture-based methods, such as HiC, revealed that large topologically associating domains (TADs) are a prominent feature of most eukaryotic genomes^30–33^. *Arabidopsis* was thought to be an exception to this trend, as large-scale TADs were not detected^34^. This initial observation, together with the lack of homologs of loop-forming insulator proteins such as CCCTC-binding factor (CTCF)^35^, suggested that *Arabidopsis* may not make significant use of chromatin loops. Analyses performed at higher resolution, however, showed that short-range interactions are a major structural feature of the *Arabidopsis* genome. Approximately 1800 intragenic interactions have been identified between the 5′ and 3′ ends of genes^36^. To determine whether these “gene loops” might be associated with BDR protein function, we looked for an enrichment of loops in BDR-regulated genes. In BDR-protected and BDR-repressed genes, gene loops were not significantly overrepresented (Fig. 6f). Given the evidence that BDR proteins aid in preventing TI in particular genomic contexts, we also determined the frequency of gene loops in the upstream and downstream neighbors of BDR-regulated genes. A significant enrichment in gene loops was only observed for the tandem upstream neighbors of BDR-protected genes (Fig. 6f). This correlation suggests that chromatin architecture may play a role in preventing TI.

### BDR proteins attenuate TI in response to photomorphogenesis

If reduced gene expression in *bdr1,2,3* is the result of TI from upstream genes on the same strand, then increasing or decreasing the expression of upstream genes might exacerbate or relieve TI, respectively. To explore this possibility, we examined the changes in gene expression that occur at closely spaced tandem genes during photomorphogenesis, which results in the differential expression of a significant fraction of the genome. Wild-type and *bdr1,2,3* seedlings were grown for 4 days in the dark. On the fifth day, seedlings were either maintained in darkness or transferred to white light for the final 2 or 4 h prior to RNA isolation (Fig. 7a). Gene expression changes in response to light were largely similar between *bdr1,2,3* and wild type (Fig. 7b, c).

**Fig. 7:**
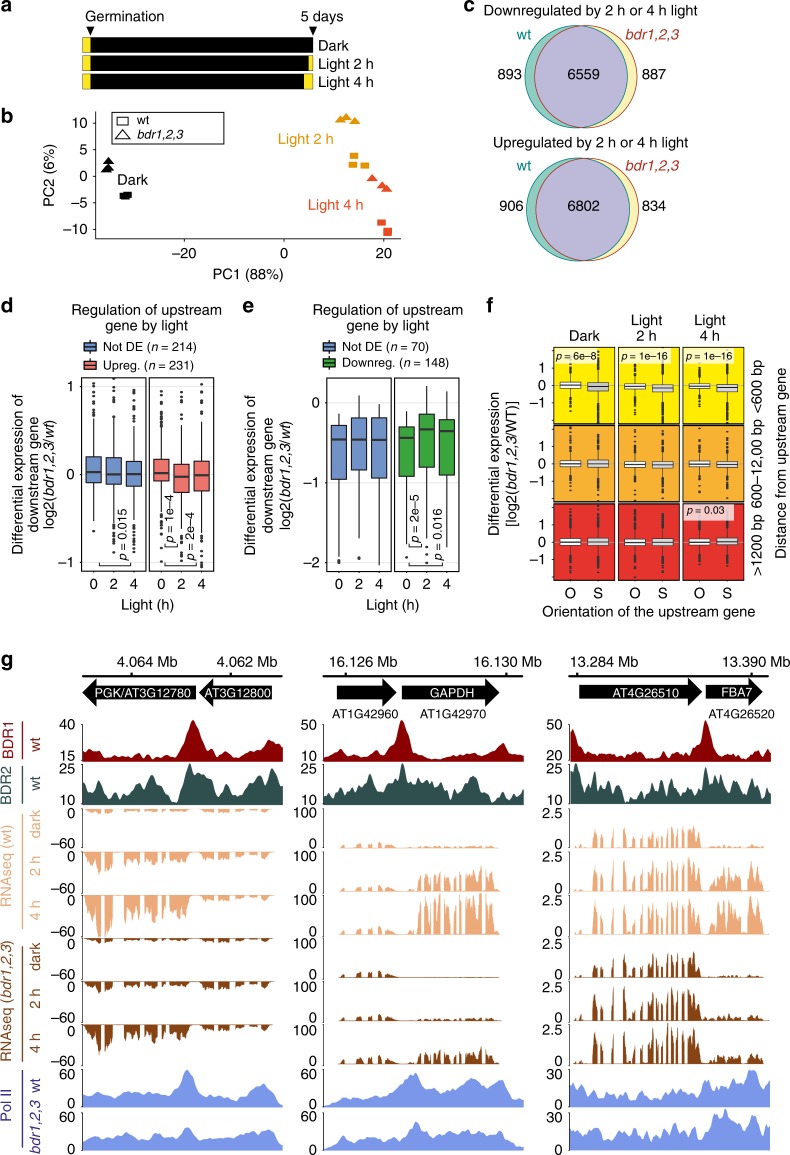
Modulation of TI during photomorphogenesis. **a** Schematic illustrating growth conditions used to generate 2 and 4-h light samples, as well as dark-grown controls. **b**, **c** Principal component analysis and Venn diagrams on RNA-seq data show the overall similar response of wild-type and *bdr1,2,3* mutant to light. **d** BDR proteins help prevent TI when nearby tandem upstream genes are upregulated by light. From all tandem gene pairs with an intergenic distance <600 bp, we selected those with upstream genes that were either upregulated or not differentially expressed at both 2 and 4 h light. Boxplots show decreased relative expression (log[*bdr1,2,3*/wt] values) of the downstream gene when the upstream gene is upregulated by light. Significant changes of log2(*bdr1,2,3*/wt) are evaluated by Wilcoxon signed-rank test. **e** Downregulation of the upstream tandem neighbor by light can attenuate TI in *bdr1,2,3*. From all tandem gene pairs with an intergenic distance <600 bp, we selected those with a downstream gene showing some evidence (*p* < 0.05) of transcriptional interference (i.e., downregulated in *bdr1,2,3* vs wt) under the darkness. Tandem pairs were then selected where the upstream gene showed either downregulation or no change in expression at either 2 or 4 h light. Boxplots show the upregulation of the downstream gene when the upstream gene is repressed by light (log[*bdr1,2,3*/wt] values). Significant changes of log2(*bdr1,2,3*/wt) are evaluated by Wilcoxon signed-rank test. **f** Light-upregulated genes show decreased expression in *bdr1,2,3* when located a short distance from an upstream neighbor on the same strand. Genes activated by light in wild type were binned by distance to their upstream neighbor. In each case, the expression ratio (*bdr1,2,3*/wt) was compared for genes having upstream neighbors on the same vs opposite strands using Mann–Whitney *U* test with BH adjustment. The centerline boxplots is the median. The bounds of the box are the first and third quartiles (Q1 and Q3). Whiskers represent data range but are bounded to 1.5-fold the interquartile range (Q3–Q1); points outside this range are represented individually. **g** Browser tracks showing genes encoding three CBB cycle enzymes. *PGK*, *GAPDH*, and *FBA* are rapidly induced by light and are located a short distance from an upstream neighbor on the same strand. In *bdr1,2,3*, the upregulation by light is reduced

To look for evidence of increased TI when upstream genes are upregulated by light, we selected tandem genes with intergenic distances <600 bp, where expression of the upstream gene was similarly upregulated by light in both *bdr1,2,3* and wild type. We then determined the ratio of expression levels (*bdr1,2,3*/wt) for the downstream genes under dark and light conditions. Consistent with our model, we found that expression of the downstream gene was significantly reduced in *bdr1,2,3* upon upregulation of the upstream gene by light (Fig. 7d). We also found that TI could be relieved via the downregulation of upstream genes. Downstream genes that showed potential TI under dark conditions (i.e., reduced expression in the *bdr1,2,3* mutant) showed a significant increase in expression when the upstream gene was downregulated by light (Fig. 7e). Taken together, these experiments show that the TI in *bdr1,2,3* can be modulated by changing the expression of the upstream gene. Thus, in wild type, BDR proteins help to ensure the stable expression of downstream genes as their upstream tandem neighbors undergo light-regulated changes in gene expression.

We also observed that BDR proteins contribute to the rapid activation of light-regulated genes that have nearby upstream neighbors on the same strand, regardless of whether the upstream gene is light regulated. Among all genes that were light induced in wild type, we observed significantly reduced expression in *bdr1,2,3* when the light-induced gene had an upstream neighbor on the same strand and <600 bp away (Fig. 7f). For example, biochemical pathway analysis of the genes showing reduced induction in *bdr1,2,3*, showed a significant enrichment for genes encoding Calvin–Benson–Bassham (CBB) cycle enzymes (Supplementary Fig. 9), which uses ATP and NADPH created by photosynthesis to convert carbon dioxide and water into organic compounds^37^. Three CBB cycle genes are located a short distance from an upstream gene on the same strand (Fig. 7g). Even though the upstream genes are not induced by light, the downstream CBB cycle genes show attenuated induction by light in the absence of BDR proteins (Fig. 7g).

## Discussion

TI between tandem genes was described in human alpha-globin genes >30 years ago^38^ and similar examples have been reported in yeast^39,40^, Drosophila^41^, or following a T-DNA insertion in *Arabidopsis*^42^. At the genome-wide scale, however, our understanding of how often and to what degree TI might shape the transcriptome is still limited. Examples from yeast suggest that transcription-dependent changes in nucleosome occupancy and histone marks at the promoter of the downstream gene may contribute to TI^2,43^. This does not appear to be the case for BDR-protected genes, however, as our MNase and histone ChIP-seq data indicate that the intergenic regions upstream from BDR-protected genes are nucleosome depleted. Rather, our data suggest that a reduction in 3′ Pol II pausing and a shift in Pol II occupancy at the upstream gene are likely responsible for perturbing the function of the downstream promoter in *bdr1,2,3* mutant. The precise mechanism by which BDR proteins promote 3′ Pol II pausing is unclear; however, it is tempting to speculate that an increased Pol II elongation rate in *bdr1,2,3* mutant might be responsible for a shift in Pol II termination site, as a downstream shift in termination has been observed using a “fast” elongating Pol II in human cells^44^.

Although plants lack homologs of canonical animal insulator proteins, such as CTCF, the role of BDR proteins in ensuring that transcription of an upstream gene does not interfere with the expression of a closely spaced downstream neighbor can be thought of as a type of insulating activity. This suggests interesting parallels in the relationships between gene expression and chromatin organization in animals and Arabidopsis. In animals, it is common for enhancer elements to be located many kilobases away from the target gene^45^. This creates a twofold problem of how to ensure that an enhancer element associates with/promotes the expression of the correct gene, while making sure that it does not affect the expression of other nearby genes. In animals, CTCF and cohesin help to solve both problems through the formation of loops/TADs, where sequences inside the loop are more likely to interact with each other than with sequences outside the loop. In this way, enhancer elements preferentially associate with genes inside the same loop and are “insulated” from genes outside the loop^35^. *Arabidopsis* regulatory sequences, in contrast, are most often located near the promoter; examples of enhancer elements acting at a significant distance are rare^46^. Thus there may be less need for CTCF-type insulators and large-scale TADs. The relatively compact genome of Arabidopsis, however, creates other problems, such as TI between closely spaced genes. Interestingly, part of the solution in plants may also involve chromatin loops. The enrichment of gene loops and BDR proteins in upstream tandem genes suggests that they may play a role in promoting 3′ pausing and/or Pol II recycling^47^ thereby preventing TI with downstream neighbors.

Taken together, these results indicate that BDR proteins inhibit TI by promoting 3′ pausing at upstream genes, thereby protecting the promoter region of the downstream gene from invasion by upstream, terminating Pol II. It is interesting to note that, although 3′ pausing is reduced at upstream genes in *bdr1,2,3*, the expression of the upstream genes themselves is usually not affected. This suggests that a gene’s 3′ pausing may be more important for protecting the expression of its neighbors than for its own expression. This type of an activity would be predicted to be particularly important in an organism, such as Arabidopsis, with relatively short intergenic regions.

## Methods

### Plant material and growth conditions

*bdr1-1*, SALK_142108C; *bdr2-1*, WISCDSLOX352H03; and *bdr3-1*, SALK_059905C were obtained from the *Arabidopsis* Biological Resource Center (Columbus, OH) and confirmed by Sanger sequencing. Plants were grown at 22 °C in long days (16-h light/8-h dark) under cool-white fluorescent light with a light intensity of approximately 125 μmol m^−2^ s^−1^.

### Constructs

For epitope tagged constructs, the *BDR1*, *BDR2*, and *BDR3* genomic DNAs without stop codons were transferred from pENTR to the destination vector pGWB16^48^, which contains *4xMYC*. Resulting constructs were used as templates to amplify *BDR1::4×MYC*, *BDR2::4×MYC*, and *BDR3::4×MYC* using primers that incorporate Sbf I and Spe I sites (for *BDR1*: At5g25520-P1-sbf I-F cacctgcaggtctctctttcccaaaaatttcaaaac+2701-pGWB16-myc-spe I-R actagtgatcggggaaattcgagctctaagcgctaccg; for *BDR2*: At5g11430-P1-Sbf I-F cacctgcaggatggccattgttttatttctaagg+2701-pGWB16-myc-spe I-R; for *BDR3*: At2g26540-P1-Sbf I-F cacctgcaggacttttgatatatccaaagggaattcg+2701-pGWB16-myc-spe I-R). The resulting fragments were first cloned into pENTR/D-TOPO and subcloned between Sbf I and Spe I sites in pMDC30^49^.

### RNA expression analysis

For RNA-seq, total RNA was isolated from *Arabidopsis* seedlings using the Trizol reagent (Sigma) or Spectrum Plant Total RNA Kit (Sigma) or Plant/Fungi Total RNA Purification Kit (Norgen) following the manufacturer’s instructions. The integrity of RNA samples was analyzed with Agilent Technologies 2200 Tape Station (Agilent Technologies). Input was quantified by using the Qubit RNA BR Assay Kit. RNA-seq Libraries were prepared from total RNA using the TruSeq Stranded mRNA LT Sample Prep Kit (Illumina) and were sequenced on an Illumina NextSeq 500 at the Center of Genomics and Bioinformatics, Indiana University or Illumina Hiseq 2000 at the Genome Sequencing Facility in the Greehey Children’s Cancer Research Institute of University Texas Health Science Center, San Antonio. All high-throughput sequencing data and corresponding experimental details are available in GEO SuperSeries GSE112443.

### Chromatin immunoprecipitation followed by next-generation sequencing

Nuclei were isolated from cross-linked samples as described previously^50^ and resuspended in nuclei lysis buffer (50 mM Tris-HCl pH8, 10 mM EDTA, 1% sodium dodecyl sulfate (SDS), 1 mM phenylmethanesulfonylfluoride (PMSF), 1% Plant Protease Inhibitors from Sigma). After fragmentation using a Covaris S200, the chromatin samples were diluted with ChIP dilution buffer (final concentration: 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH8.0, 150 mM NaCl, 1 mM PMSF, 0.1% SDS, 1% Plant Protease Inhibitors, Sigma). The diluted chromatin samples were subjected to immunoprecipitation with antibodies (anti-MYC tag, clone 4A6, Millipore 05–724 (30 μg); Anti-RNA polymerase II CTD repeat YSPTSPS antibody [8WG16] Abacm ab817 (20 μg); Anti-RNA polymerase II CTD repeat YSPTSPS (phospho S2) antibody, Abcam ab5095 (30 μg); Anti-RNA polymerase II CTD repeat YSPTSPS (phospho S5) antibody Abcam ab5131 (30 μg); and control IgG Abcam ab18413 (20 μg)).

Native histone ChIP was performed as described previously^51^ using anti-Histone H3 Abcam ab1791 (10 μg).

The ChIP libraries were prepared using the NEBNext® Ultra™ DNA Library Prep Kit (New England Biolabs) and then sequenced on a NextSeq 500 (Illumina) at the Center of Genomics and Bioinformatics, Indiana University. All high-throughput sequencing data and corresponding experimental details are available in GEO SuperSeries GSE112443.

### RNA-seq computational analysis

Two independent RNA-seq studies each with biological triplicates were performed in wild type and *bdr1,2,3* triple mutant seedlings that were grown under standard conditions (GSE112440 and GSE112441). The second study (GSE112441) also included *bdr1*, *bdr2*, and *bdr3* single mutant seedlings. Except when otherwise stated, study GSE112441 was used to compute the figures presented in this manuscript. We systematically verified that consistent results were obtained with both the RNAseq studies.

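The genes that the paper's second study calls in *bdr1,2,3*, listed in Supplementary Data 1, were looked up in the first study, which shares no library with the second. Of the paper's 592 BDR-protected genes, 572 were tested here and 219 of them were called lower and 2 higher. Of the paper's 529 BDR-repressed genes, 466 were tested and 39 were called higher and 3 lower. Without wild-type replicate 12, 54 repressed genes were called higher and 10 lower. Adjusted over the list alone, 326 and 58 genes were called. At an adjusted p-value under 0.01, the setting that moved these counts most as a ratio, 144 and 18 were called. The list of repressed genes also depended on single libraries, with 24 called without wild-type replicate 5, and 21 and 22 called without *bdr1,2,3* replicates 2 and 4. As sets, both lists moved in the paper's direction (fry, two-sided, p = 2.09e-07 for the protected genes and p = 0.0114 for the repressed genes). Camera with its preset correlation gave p = 4.48e-84 and p = 5.58e-10, and with an estimated correlation p = 2.52e-06 and p = 0.0376, so both calls hold under each of these tests. Of the protected genes 82.0% had a lower mean in *bdr1,2,3*, with a median log2 fold change of -0.69. Of the repressed genes 69.1% had a higher mean, with a median log2 fold change of 0.23, and without wild-type replicate 12 these were 63.7% and 0.16. Across the 1038 listed genes tested, the log2 fold changes of the 2 studies had a Pearson's r of 0.618 and a Spearman's rho of 0.569, and genes are not independent replicates. The genes were chosen as changed in the second study, in opposite directions. Both correlations therefore include the difference between the 2 lists, and neither was computed within a list or over all genes. Without wild-type replicate 12 the correlations were 0.529 and 0.484.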

For GSE112440 (49 bp single-end reads sequenced on Illumina HiSeq 2000 instrument) and GSE112441 (2 × 43 bp paired-end reads sequenced on Illumina NextSeq 500 instrument), read alignments (For GSE112440: topHat 2^52^; for GSE112441: STAR^53^), filtering to keep uniquely aligned reads (samtools and grep commands^54^), and gene-level read counting (featureCounts^55^ and differential expression analysis with DESeq2^56^) were performed as described in the corresponding GEO records. Genes with Benjamini–Hochberg (BH)-adjusted *p* values <0.05 were considered differentially expressed. Using GSE112441 RNA-seq data, we defined a list of 1408 control, non-differentially expressed genes (“Not DE”) by selecting genes with high *p* values (*p* > 0.45) and low absolute log2(fold-change) (<0.25) for all comparisons (single *bdr1*, *bdr2*, and *bdr3* mutants and the *bdr1,2,3* triple mutant vs wild type) and removing genes with extreme read counts (DESeq2 basemean >3 and <1e5). Enrichments for Gene Ontology (GO) biological processes among the gene sets (upregulated or downregulated) were evaluated using the goseq package^57^.

### ChIP-seq computational analysis

All ChIP-seq samples were sequenced in paired-end mode on an Illumina NextSeq500 instrument (read length of 40, 43, or 155 bp, as specified in the corresponding GEO entries). Sequencing adapters were removed using Trimmomatic 0.33 in paired-end mode^58^ and reads were aligned to the *Arabidopsis* genome using Bowtie2^59^ using the –dovetail parameter and a maximum insert size of 1 Kb. Duplicate fragments were removed with Picard 2.2.4 MarkDuplicates (http://broadinstitute.github.io/picard/). Samtools v 1.3 was used to keep only reads mapped in proper pairs with mapping quality (MapQ) >2. For MNase-seq and ChIP-seq on histone modifications, we found that fragments <70 bp were enriched for background signal and fragments >250 bp for signal corresponding to dinucleosomes. Thus we only kept the reads corresponding to fragment sizes between 70 and 250 bp. Aligned reads were imported in R (v.3.3.2) to obtain coverages using Bioconductor v3.4^60^. Coverages were normalized as fragments per 10 million fragments (FP10M) and exported to bigWig files with the rtracklayer package^61^. ChIP-seq peaks were detected using MACS2 2.1.0^62^ in paired-end mode. Peaks located in blacklisted regions were removed. Annotation of peaks relative to genomic features were obtained using the ChIPpeakanno package^63^.

### Average profiles and metagene plots

Coverages (e.g., FP10M for ChIP-seq data, phatsCons score, or annotation coverages) or normalized coverages (e.g., log2(BDR ChIP/WT control ChIP)) were directly used, without binning or smoothing, to produce average profiles centered on genomic features of interest (e.g., peak centers, TSS, or TES). After selecting a gene set of interest, the most extreme 0.01% coverage values were replaced by the upper 99.99th percentile value before calculating the average value (“metagene”, solid line) and the associated 95% confidence interval (CI) (shade). For the latter, we used a normal approximation, which on several examples gave results nearly identical to bootstrap estimates of the CIs as implemented in the ChIPseeker package^64^. For metagene plots centered on gene bodies, we first averaged the signal in 100 bins covering the gene body (i.e., bin size of 1% of gene length).

### Multigene heatmaps

Multigene heatmaps were produced with the EnrichedHeatmap package^65^ from coverages (in FP10M) or normalized coverages that were averaged in 20 bp bins before/after genomic features of interest (TSS, TES, or peak center) or in bins covering every 1% of gene length along gene bodies.

### Definition of a blacklist for the *Arabidopsis* genome

We used 20 control samples (input DNA or IgG ChIP) obtained in our laboratory from different ChIP-seq experiments (both sonicated and MNase-fragmented chromatin) to define a blacklist of genomic regions with systematically high signal in control samples. We used the Bioconductor package GreyListChIP^66^ to generate a list of regions with high signal (95th percentile of negative binomial distribution estimated from 100 random samples of size 30,000) in >50% of the control samples and refined these regions manually on a genome browser using independent ChIP and control samples. A bed file of blacklisted regions is provided as a supplementary file (BlackList_TAIR10.bed).

### Bioinformatic methods for each figure

Figure 2a. Coverages from BDR1::MYC (GSE113059), BDR2::MYC (GSE113059), BDR3::MYC (GSE131772), and Pol II (GSE113078) ChIP-seq fragments (units: FP10M) and average coverage from RNA-seq (GSE112441) fragments obtained from 3 wild-type samples (units: RPM, sign indicating on which strand the reads align) were plotted for ~32 Kbp region of chromosome 5 using the Gviz package^67^.

Figure 2b. Metagene profiles of BDR1::MYC, BDR2::MYC, and BDR3::MYC normalized ChIP-seq signal were obtained for 9 groups of genes defined by increasing mRNA expression levels in wild type (*n* = 2232–3005 genes per group, Supplementary Data 1, Table S1). The average BDR-normalized ChIP-seq signal for each group (line) and the associated 95% CI based on a Gaussian assumption (shade) are represented. Signal in gene bodies was averaged in bins of 1% of the gene size. For each group, we obtained metagene profiles using the ChIP-seq data for BDR1::MYC (left), BDR2::MYC (center), or BDR3::MYC (right) as described above.

Figure 2c. ChIP-seq peaks for BDR1::MYC, BDR2::MYC, and BDR3::MYC were identified using MACS 2.1.0^62^ in paired-end mode using the corresponding control ChIP performed on the same day in wild-type plants using the same anti-MYC antibody. After removing peaks located in blacklisted regions, we obtained 21,334 peaks for BDR1, 11,997 peaks for BDR2, and 12,178 peaks for BDR3 (*p* < 0.01, peak coordinates available in GSE113059 and GSE131772). Overlaps between the peaks were evaluated with the ChIPpeakAnno package^63^ and plotted as a Venn diagram using the Vennerable R package^68^.

Figure 2d. The summits of BDR1, BDR2, and BDR3 peaks were annotated relative to genomic features with the ChIPpeakanno package^63^ using the following order of precedence (e.g., once a peak is annotated as promoter, it cannot be attributed to another category): Promoters (<300 bp upstream of TSS), immediate downstream (<300 bp downstream of TES), 5′-UTR, 3′-UTR, exons, introns, intergenic regions (>300 bp from any gene annotation). The percentage of peaks annotated in each category is shown. For comparison, the distribution of each genomic feature in the whole genome (using the same annotation precedence) is also illustrated (gray bars). Asterisk (*) indicates a significant enrichment of peaks within the corresponding annotation. Statistical significance of the enrichment for each genomic feature was assessed using 10,000 random samples of genomic positions.

Figure 2e. For each BDR protein, we identified all the protein-coding genes having a BDR peak within 300 bp of their TSS and plotted the average normalized coverage of the corresponding BDR::MYC ChIP. Maximum normalized coverage were found at −87, −31, and −148 bp upstream of the TSS for BDR1, BDR2, and BDR3, respectively. The Venn diagram illustrates the overlap between the gene lists obtained for the different BDR proteins.

Figure 2f. As for Fig. 2e, we identified for each BDR protein the protein-coding genes with a BDR peak within 300 bp of their TES and plotted the corresponding average profiles around the TES and the Venn diagram illustrating the intersections of gene lists. Maximum normalized coverages were found at +106, +131, and +117 bp downstream of the TES for BDR1, BDR2, and BDR3 respectively.

Figure 3a. Coverages (normalized by WT ChIP for BDR proteins) were averaged in 20 bp bins before the TSS and after the TES, and in bins of 1% of gene length along the gene bodies. For each gene, we summed BDR1 signal at the TSS ±10 bins and at the TES ±10 bins to obtain gene-specific BDR1 occupancy. The top 15,000 genes in terms of BDR1 occupancy were sorted in decreasing order to draw heatmaps using the EnrichedHeatmap package^65^. DNase-hypersensitivity signal was obtained from GSE34318^69^.

Figure 3b. Sequence conservation (phastCons) scores from the alignment of 20 angiosperm plant genomes were obtained from ref. ^25^ and values overlapping with TAIR10 gene annotations were masked in order to focus on intergenic sequence conservation only. We selected:

1. 19,317 (BDR1), 10,020 (BDR2), or 9,204 (BDR3) ChIP-seq peaks that overlapped to some extent with intergenic regions;
2. 12,431 random regions overlapping with intergenic regions but not overlapping with BDR1 peaks or with blacklisted regions; and
3. 18,255 nucleosome-free regions defined as regions with >500 bp of consecutive MNase-seq and H3 ChIP-seq coverage below the first quartile of the respective datasets (GSE113076) and not overlapping with BDR1 peaks or blacklisted regions.

For each of these groups, we plotted the average phastCons scores around the respective BDR peak summits (±500 bp) or the respective region centers. Shades around the lines show the associated 95% CI using a Gaussian approximation.

Figure 3c. For the two motifs that were found to be enriched under BDR1 and BDR2 peaks (see Fig. 3d), the TCP-like motif and the E-box motif, we plotted their distribution around BDR1 or BDR2 peak summits and around the TSS or TES of protein-coding genes. At each base, the plot represents the percentage of bases that overlap with a TCP-like (blue) or an E-box motif (green), along with the 95% CI based on a Gaussian assumption (shade).

Figure 3d. We performed a de novo search for motifs enriched under BDR1 and BDR2 peaks using the peak-motif program from Regulatory Sequence Analysis Tools: RSAT^70^. We found highly similar motifs using BDR1 or BDR2 peaks so we only present the results for BDR1. We resized BDR1 peaks to ±50 bp around their summit and kept the peaks contained within intergenic regions (12,573 BDR1 peaks). We used control 101 bp intergenic regions with low nucleosome-associated signals (MNase and H3 ChIP), as defined for Fig. 3b, as background. Applying RSAT matrix-clustering, we identified two clusters of motifs corresponding to a TCP-like motif and an E-box motif. The core motifs from these two clusters were further trimmed to remove edges with low information content. We used the resulting position-weight matrices to scan all intergenic regions and evaluate the enrichment of the motifs under intergenic BDR1 peaks using a Fisher exact test.

Figure 4a. For all the expressed genes, we plotted the metagene profiles obtained in wild-type samples for ChIP-seq performed with antibodies targeting the unphosphorylated C-terminal domain (CTD) of the large Rpb1 subunit of RNA polymerase II (PolII, abcam 817) or the CTD phosphorylated on the Ser2 (S2P, abcam ab5095) or Ser5 (S5P, abcam ab5131) residues of the YSPTSPS repeats. ChIP-seq data are from GSE113078.

Figure 4b. For each expressed gene >1 Kb, we calculated the Pol II 3′ pausing index as the ratio of read density just after the TES to read density in the gene body, as illustrated. Read density is the ratio of the number of reads aligned on the region to the region length in bp. The 3′ pausing indexes were calculated for wild type and *bdr1,2,3* using Pol II, S2P or S5P ChIP-seq data from GSE113078.

Figure 4c. We split genes into 9 groups according to their mRNA expression levels as in Fig. 2b and plotted as boxplots the distribution of log2 (3′ pausing indexes) for wild-type and *bdr1,2,3* plants using Pol II (upper panel), S2P (middle panel), or S5P (lower panel) ChIP-seq data from GSE113078. Significance of the difference in mean log2 (3′ pausing index) values between wild type and *bdr1,2,3* was evaluated using paired Student’s *t* test with BH *p* value adjustment. Adjusted *p* values for all comparisons are shown.

Figure 5a. We calculated the strand-specific coverage of TAIR10 gene annotations and plotted the average coverage (line) and associated 95% CI (shade, normal assumption) around control, “Not DE” genes, and genes upregulated (BDR-repressed) or downregulated (BDR-protected) in the *bdr1,2,3* triple mutant compared to wild-type plants. Genes significantly regulated in *bdr1,2,3* mutant compared to wild type are illustrated in Supplementary Fig. 4A.

Figure 5b. Using the same gene groups as in Fig. 5a, we plotted the distribution of intergenic distances between the BDR-regulated genes and their upstream gene on the same strand. Significance of distribution differences was evaluated by Kolmogorov–Smirnov test with a BH correction. Only adjusted *p* values <0.01 are shown.

Figure 5c. From the gene groups defined for Fig. 5a, we selected the genes with an upstream gene on the same strand and a non-null read count in our RNA-seq study GSE112441. Then we plotted as boxplot the distribution of expression values (average log2(RPKM) from triplicate wild-type samples, GSE112441) for the upstream tandem genes and evaluated the significance of the differences between distributions using Mann–Withney *U* test. Enrichment for GO biological processes among the upstream tandem neighbors of BDR-protected genes was evaluated with the goseq R package^57^. Genes located upstream on the same strand of all expressed genes were used as the gene universe. Only categories with a *p* value <0.001 are shown. Percentages of genes annotated with each GO category in the universe (gray) and in BDR-protected genes (green) are shown.

Figure 6a. We defined a set of 1500 control genes, located upstream, on the same strand of non-differentially expressed genes and matching the expression level of upstream tandem neighbors of BDR-protected genes (see Supplementary Fig. 5). For these 1500 control genes (blue line), and for genes located upstream, on the same strand of genes downregulated in the *bdr1,2,3* triple mutant (BDR-protected, *n* = 417 genes, green line), we plotted their metagene profiles obtained in wild-type samples using Pol II, S2P, and S5P ChIP-seq data from GSE113078.

Figure 6b. For control genes (*n* = 1500, blue line) and for genes upregulated (*n* = 529, BDR-repressed, red line) or downregulated (*n* = 592, BDR-protected, green line) in the *bdr1,2,3* triple mutant compared to wild-type plants, we selected the upstream genes that were located on the same strand and plotted the average normalized coverage (solid line) and associated 95% CI (shade) for BDR1::MYC, BDR2::MYC, and BDR3::MYC ChIP-seq fragments on their gene bodies and up to 2 Kbp on each side of gene borders.

Figure 6c. For genes downregulated in *bdr1,2,3* (BDR-protected genes, same as Fig. 6b), we identified the genes with an upstream gene on the same strand and plotted the average coverage (FP10M) of Pol II ChIP-seq data (antibodies as defined in Fig. 4a) obtained in wild type and the *bdr1,2,3* triple mutant at the TES (±1 Kbp) of these upstream genes. The shade represents the corresponding 95% CI. The distance between the maximum values of the average coverage for wild type and *bdr1,2,3* mutant is indicated.

Figure 6d. We used the Gviz Bioconductor package^67^ to plot the coverage tracks for two genomic regions corresponding to genes downregulated in the *bdr1,2,3* triple mutant (BDR-protected) and their upstream tandem neighbor. BDR1::MYC and BDR2::MYC ChIP-seq data (FP10M) are from GSE113059, BDR3::MYC (FP10M) is from GSE131772, Pol II ChIP-seq data (FP10M) in wild-type and the *bdr1,2,3* triple mutant are from GSE113078, and RNA-seq data (RPM) are averages from triplicates of wild type or *bdr1,2,3* triple mutant samples from GSE112441. Note that for RNA-seq data we used two different scales for the regulated genes and its upstream neighbor due to the high expression of the latter. An additional nine regions are shown in Supplementary Fig. S7.

Figure 6e. For each antibody (columns), we plotted the distribution (boxplots) of shifts observed at the TES of different groups of genes (rows), either differentially expressed (DESeq2, false discovery rate (FDR) <5%) or not (“Not DE” controls) in *bdr1,2,3* compared to wild type or located directly upstream of these genes. For simplicity, “outliers” (points outside boxplot whiskers) are not represented. We used Wilcoxon signed-rank test with a BH-adjustment of *p* values to evaluate whether the shift was greater compared to the average shift observed for all expressed genes (gray boxplots). BH-adjusted *p* values <0.05 are represented.

Figure 6f. Using the same data as for Fig. 6e, we assessed by Fisher exact test the enrichment of genes forming gene loops in genes regulated in the *bdr1,2,3* mutant (upregulated or downregulated) and for their upstream or downstream neighbors located on the same or opposite strand. For each group of genes, the percentage of genes forming gene loops is indicated. *p* values from Fisher exact test were adjusted by the BH method.

Figure 7a. Experimental set-up of the photomorphogenesis experiment. The corresponding RNA-seq data are available in GEO series GSE112442.

Figure 7b. Principal component analysis was performed on the top 500 genes with the highest variance across samples using the DESeq2 plotPCA function^56^.

Figure 7c. Intersections of the genes significantly regulated (DESeq2, FDR < 5%) in wild type and in the *bdr1,2,3* triple mutant after 2 or 4 h light, compared to dark, were plotted as Venn diagrams using the Vennerable R package^68^.

Figure 7d. RNA-seq data GSE112442 were analyzed with DESeq2^56^ to identify differential expression induced by 2 or 4 h light compared to dark in wild type and the *bdr1,2,3* triple mutant.

From all tandem gene pairs with an intergenic distance <600 bp, we selected those with an upstream gene that was upregulated (fold-change >2, BH-adjusted *p* value <0.05, red, *n* = 278) or not differentially expressed (fold-change <1.5, BH-adjusted *p* value >0.2, blue, *n* = 251) at both time points (2 or 4 h) and in both wild type and the *bdr1,2,3* triple mutant. We also removed genes showing evidence (*p* < 0.05) of a pre-existing TI (downregulation in *bdr1,2,3* vs wt) under the dark condition because increased TI might be hard to detect for these genes (final number of genes, *n* = 214 controls and *n* = 231 genes with an upregulated upstream tandem neighbor). Then we plotted as boxplots the distribution of log(*bdr1,2,3*/wt) values in each condition (dark, light 2 h, and light 4 h) for both groups of genes.

Figure 7e. From all tandem gene pairs with an intergenic distance <600 bp, we selected those with a downstream gene showing some evidence (*p* < 0.05) of TI (i.e., downregulated in *bdr1,2,3* vs wt) under the dark condition and an upstream gene that was either downregulated (fold-change >1.5, BH-adjusted *p* value < 0.05, green, *n* = 148) in both wild-type and the *bdr1,2,3* triple mutant at 2 or 4 h or were not differentially expressed (fold-change <1.5, BH-adjusted *p* value >0.1, blue, *n* = 70) in any genotype and at any time points. Then we plotted as boxplots the distribution of log(*bdr1,2,3*/wt) values in each condition (dark, light 2 h, and light 4 h) for both groups of genes.

We used Wilcoxon signed-rank test to evaluate the change in log2(*bdr1,2,3*/wt) between the dark and light conditions. All *p* values <0.05 are reported.

Figure 7f. Using RNA-seq data GSE112442, we selected all genes that were upregulated by light at 2 or 4 h in wild-type plants (DESeq2; fold-change >1.5, BH-adjusted *p* value <0.05) and separated them by both orientation of their upstream gene (O: upstream gene is on the opposite strand, and S: upstream gene is on the same strand) and intergenic distance between their TSS and the upstream gene border (<600 bp; between 600 and 1200 bp or >1200 bp). For each group of genes and under each condition (dark, light 2 h, and light 4 h), we plotted the distribution of the log2(*bdr1,2,3*/wt) for the downstream genes and compared genes with an upstream neighbor on the same strand (S) to those having an upstream neighbor on the opposite strand (O) with Mann–Whitney *U* test with a BH *p* value adjustment. All adjusted *p* values <0.05 are shown.

Figure 7g. The Gviz Bioconductor package^67^ was used to plot the coverage tracks for BDR1::MYC and BDR2::MYC (FP10M, GSE113059), Pol II ChIP-seq (FP10M, GSE113078), and RNA-seq data (average RPM from triplicates in each group, GSE112442) for PCK1 (AT3G12780), GAPDH B subunit (AT1G42970), and FBA7 (AT4G26520) and their respective upstream tandem gene neighbor.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

Raw and processed ChIP-seq and RNA-seq data, along with detailed experimental and bioinformatic procedures, are provided in GEO Series GSE112443 and its subseries. TAIR10 annotations were used for all analyses. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. A reporting summary for this article is available as a Supplementary Information file.

## References

[1] Shearwin KE, Callen BP, Egan JB (2005). Transcriptional interference–a crash course. Trends Genet..

[2] Ard R, Allshire RC (2016). Transcription-coupled changes to chromatin underpin gene silencing by transcriptional interference. Nucleic Acids Res..

[3] Hainer SJ, Pruneski JA, Mitchell RD, Monteverde RM, Martens JA (2011). Intergenic transcription causes repression by directing nucleosome assembly. Genes Dev..

[4] Venkatesh S (2012). Set2 methylation of histone H3 lysine 36 suppresses histone exchange on transcribed genes. Nature.

[5] Venkatesh S, Li H, Gogol MM, Workman JL (2016). Selective suppression of antisense transcription by Set2-mediated H3K36 methylation. Nat. Commun..

[6] Adelman K, Lis JT (2012). Promoter-proximal pausing of RNA polymerase II: emerging roles in metazoans. Nat. Rev. Genet.

[7] Gaertner B, Zeitlinger J (2014). RNA polymerase II pausing during development. Development.

[8] Gilchrist DA, Adelman K (2012). Coupling polymerase pausing and chromatin landscapes for precise regulation of transcription. Biochim. Biophys. Acta.

[9] Levine M (2011). Paused RNA polymerase II as a developmental checkpoint. Cell.

[10] Erhard KF, Talbot JE, Deans NC, McClish AE, Hollick JB (2015). Nascent transcription affected by RNA polymerase IV in Zea mays. Genetics.

[11] Hetzel J, Duttke SH, Benner C, Chory J, Nascent RNA (2016). sequencing reveals distinct features in plant transcription. Proc. Natl Acad. Sci..

[12] Chedin S, Riva M, Schultz P, Sentenac A, Carles C (1998). The RNA cleavage activity of RNA polymerase III is mediated by an essential TFIIS-like subunit and is important for transcription termination. Genes Dev..

[13] Ariyoshi M, Schwabe JW (2003). A conserved structural motif reveals the essential transcriptional repression function of Spen proteins and their role in developmental signaling. Genes Dev..

[14] Kettenberger H, Armache KJ, Cramer P (2003). Architecture of the RNA polymerase II-TFIIS complex and implications for mRNA cleavage. Cell.

[15] Sims RJ, Belotserkovskaya R, Reinberg D (2004). Elongation by RNA polymerase II: the short and long of it. Genes Dev..

[16] Selth LA, Sigurdsson S, Svejstrup JQ (2010). Transcript elongation by RNA polymerase II. Annu. Rev. Biochem..

[17] Kinkelin K (2013). Structures of RNA polymerase II complexes with Bye1, a chromatin-binding PHF3/DIDO homologue. Proc. Natl Acad. Sci. USA.

[18] Fischer U (2001). PHF3 expression is frequently reduced in glioma. Cytogenet. Cell Genet..

[19] Tencer AH (2017). A unique pH-dependent recognition of methylated histone H3K4 by PPS and DIDO. Structure.

[20] Liang J, Zhao H, Hu J, Liu Y, Li Z (2018). SPOCD1 promotes cell proliferation and inhibits cell apoptosis in human osteosarcoma. Mol. Med. Rep..

[21] Liu Q (2018). SPOCD1 promotes the proliferation and metastasis of glioma cells by up-regulating PTX3. Am. J. Cancer Res..

[22] Harlen KM, Churchman LS (2017). Subgenic Pol II interactomes identify region-specific transcription elongation regulators. Mol. Syst. Biol..

[23] Pinskaya Marina, Ghavi-Helm Yad, Mariotte-Labarre Sylvie, Morillon Antonin, Soutourina Julie, Werner Michel (2014). PHD and TFIIS-Like Domains of the Bye1 Transcription Factor Determine Its Multivalent Genomic Distribution. PLoS ONE.

[24] Exinger F, Lacroute F (1992). 6-Azauracil inhibition of GTP biosynthesis in Saccharomyces cerevisiae. Curr. Genet..

[25] Hupalo D, Kern AD (2013). Conservation and functional element discovery in 20 angiosperm plant genomes. Mol. Biol. Evol..

[26] Viola IL, Uberti Manassero NG, Ripoll R, Gonzalez DH (2011). The Arabidopsis class I TCP transcription factor AtTCP11 is a developmental regulator with distinct DNA-binding properties due to the presence of a threonine residue at position 15 of the TCP domain. Biochem. J..

[27] Phatnani HP, Greenleaf AL (2006). Phosphorylation and functions of the RNA polymerase II CTD. Genes &. development.

[28] Zhu, J., Liu, M., Liu, X. & Dong, Z. RNA polymerase II activity revealed by GRO-seq and pNET-seq in Arabidopsis. *Nat. Plants***4**, 1112–1123 (2018).10.1038/s41477-018-0280-030374093

[29] Duc, C., Sherstnev, A., Cole, C., Barton, G. J. & Simpson, G. G. Transcription termination and chimeric RNA formation controlled by *Arabidopsis thaliana* FPA. *PLoS Genet*. **9**, e1003867 (2013).10.1371/journal.pgen.1003867PMC381432724204292

[30] Ay F (2014). Three-dimensional modeling of the P. falciparum genome during the erythrocytic cycle reveals a strong connection between genome architecture and gene expression. Genome Res..

[31] Dixon JR (2012). Topological domains in mammalian genomes identified by analysis of chromatin interactions. Nature.

[32] Sexton T (2012). Three-dimensional folding and functional organization principles of the Drosophila genome. Cell.

[33] Mizuguchi T (2014). Cohesin-dependent globules and heterochromatin shape 3D genome architecture in S. pombe. Nature.

[34] Feng S (2014). Genome-wide Hi-C analyses in wild-type and mutants reveal high-resolution chromatin interactions in Arabidopsis. Mol. Cell.

[35] Ong CT, Corces VG (2014). CTCF: an architectural protein bridging genome topology and function. Nat. Rev. Genet..

[36] Wang C (2015). Genome-wide analysis of local chromatin packing in *Arabidopsis thaliana*. Genome Res..

[37] Bassham JA, Benson AA, Calvin M (1950). The path of carbon in photosynthesis. J. Biol. Chem..

[38] Proudfoot NJ (1986). Transcriptional interference and termination between duplicated α-globin gene constructs suggests a novel mechanism for gene regulation. Nature.

[39] Greger IH, Proudfoot NJ (1998). Poly(A) signals control both transcriptional termination and initiation between the tandem GAL10 and GAL7 genes of Saccharomyces cerevisiae. EMBO J..

[40] Martens JA, Laprade L, Winston F (2004). Intergenic transcription is required to repress the Saccharomyces cerevisiae SER3 gene. Nature.

[41] Corbin V, Maniatis T (1989). Role of transcriptional interference in the *Drosophila melanogaster* Adh promoter switch. Nature.

[42] Hedtke B, Grimm B (2009). Silencing of a plant gene by transcriptional interference. Nucleic Acids Res..

[43] Chia, M. et al. Transcription of a 5′ extended mRNA isoform directs dynamic chromatin changes and interference of a downstream promoter. *Elife***6**, e27420 (2017).10.7554/eLife.27420PMC565513928906248

[44] Fong N (2015). Effects of transcription elongation rate and Xrn2 exonuclease activity on RNA polymerase II termination suggest widespread kinetic competition. Mol. Cell.

[45] Kulaeva OI, Nizovtseva EV, Polikanov YS, Ulianov SV, Studitsky VM (2012). Distant activation of transcription: mechanisms of enhancer action. Mol. Cell. Biol..

[46] Zhu B, Zhang W, Zhang T, Liu B, Jiang J (2015). Genome-wide prediction and validation of intergenic enhancers in Arabidopsis using open chromatin signatures. Plant Cell.

[47] Shandilya J, Roberts SG (2012). The transcription cycle in eukaryotes: from productive initiation to RNA polymerase II recycling. Biochim. Biophys. Acta.

[48] Nakagawa T (2007). Development of series of gateway binary vectors, pGWBs, for realizing efficient construction of fusion genes for plant transformation. J. Biosci. Bioeng..

[49] Curtis MD, Grossniklaus U (2003). A gateway cloning vector set for high-throughput functional analysis of genes in planta. Plant Physiol..

[50] Zemach A (2013). The Arabidopsis nucleosome remodeler DDM1 allows DNA methyltransferases to access H1-containing heterochromatin. Cell.

[51] Bernatavichute YV, Zhang X, Cokus S, Pellegrini M, Jacobsen SE (2008). Genome-wide association of histone H3 lysine nine methylation with CHG DNA methylation in Arabidopsis thaliana. PLoS ONE.

[52] Kim D (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol..

[53] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[54] Li H (2009). The Sequence Alignment/Map format and SAMtools. Bioinformatics.

[55] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[56] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[57] Young MD, Wakefield MJ, Smyth GK, Oshlack A (2010). Gene ontology analysis for RNA-seq: accounting for selection bias. Genome Biol..

[58] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics.

[59] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[60] Huber W (2015). Orchestrating high-throughput genomic analysis with Bioconductor. Nat. Methods.

[61] Lawrence M, Gentleman R, Carey V (2009). rtracklayer: an R package for interfacing with genome browsers. Bioinformatics.

[62] Zhang Y (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol..

[63] Zhu LJ (2010). ChIPpeakAnno: a Bioconductor package to annotate ChIP-seq and ChIP-chip data. BMC Bioinformatics.

[64] Yu G, Wang LG, He QY (2015). ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. Bioinformatics.

[65] Gu Z, Eils R, Schlesner M, Ishaque N (2018). EnrichedHeatmap: an R/Bioconductor package for comprehensive visualization of genomic signal associations. BMC Genomics.

[66] Brown, G. GreyListChIP: grey lists–mask artefact regions based on ChIP inputs. R package version 1.10.0. (Bioconductor, 2016).

[67] Hahne, F. I. in *Statistical Genomics: Methods and Protocols* (eds E, Mathé, E. & Davis, S.) 335–351 (Springer New York, New York, 2016).

[68] Swinton, J. Vennerable: Venn and Euler area-proportional diagrams. R package version 3.1.

[69] Zhang W, Zhang T, Wu Y, Jiang J (2012). Genome-wide identification of regulatory DNA elements and protein-binding footprints using signatures of open chromatin in Arabidopsis. Plant Cell.

[70] Thomas-Chollier M (2012). A complete workflow for the analysis of full-size ChIP-seq (and similar) data sets using peak-motifs. Nat. Protoc..

# Supplementary material for: BORDER proteins protect expression of neighboring genes by promoting 3′ Pol II pausing in plants
**Source:** Nat Commun. 2019 Sep 25;10:4359. doi: 10.1038/s41467-019-12328-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: 1) Raw data from root-growth assays (Fig. 1B,C).

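The sheet holds the root length of each of 12 seedlings per group, for both genotypes with and without each inhibitor, and the values below were computed from it. On 1 µM 6AU, wild-type roots measured 10.3 ± 1.25 mm (SD, n = 12) against 12.3 ± 1.32 mm without it, a difference of -1.96 mm (permutation test, two-sided, p = 0.00125). Roots of *bdr1,2,3* measured 4.64 ± 1.03 mm (SD, n = 12) against 2.57 ± 0.643 mm, a difference of 2.07 mm (permutation test, two-sided, p = 3e-05). On 0.125 µM MPA, wild-type roots measured 6.19 ± 0.419 mm (SD, n = 12) against 6.93 ± 0.257 mm, a difference of -0.742 mm (permutation test, two-sided, p = 6e-05). Roots of *bdr1,2,3* measured 4.13 ± 0.676 mm (SD, n = 12) against 1.34 ± 0.215 mm, a difference of 2.79 mm (permutation test, two-sided, p = 1e-05, the smallest the permutations can give). After Benjamini-Hochberg adjustment over the 6 tests of root length these p-values were 0.00125, 4.5e-05, 7.2e-05 and 2e-05.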

2) Binning of Arabidopsis genes by expression level (Fig. 2B).

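This sheet assigns each gene to a group by its expression level, which the paper uses in Fig. 2b. The copy used here holds 1999 genes, all from 1 group, and leaves out 21073, so no test was made on it. The authors' normalized table of the first RNA-seq study has as many genes as the whole sheet, and all 1999 genes of the copy are among them.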

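The third sheet gives, for each of 1124 genes, the paper's log2 fold change and adjusted p-value from DESeq2 in each single mutant and in *bdr1,2,3*, from its second RNA-seq study. By the paper's adjusted p-values under 0.05, nearly all of these genes are called in *bdr1,2,3*, while 19 are lower and 1 is higher in *bdr1*, 6 are lower in *bdr2*, and 5 are lower and 1 is higher in *bdr3*. Of the 1124 genes, 1041 had enough counts to be tested in the first study.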

3) Differentially expressed genes between wild type and *bdr* mutants (Supplementary Fig. 5A).

File Name: Supplementary Data 2

Description: Blacklist of genomic regions with systematically high signal in ChIP-seq control samples.

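A blacklist marks stretches of the genome where control samples also give high coverage. It holds 80 regions, of which 78 are nuclear. The nuclear regions have a median length of 4860 bp, the longest is 271358 bp, and together they cover 1512247 bp or 1.27% of the nuclear genome. The RNA-seq counts were not filtered with it.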

How the deposited data were processed for this re-analysis (not part of the article)

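RNA-seq counts of wild-type, *bdr1,2,3* and *fpa* seedlings, with 3 libraries per genotype, were analysed from the first of the paper's 2 RNA-seq studies under standard conditions. The second study, the light experiments, the ChIP-seq and the MNase-seq data were not used here, apart from the values in Supplementary Data 1. Libraries were assigned to genotypes from the sample labels. The paper's methods name wild type and *bdr1,2,3* for this study, and *fpa* is named only in the records of the study. Labels and paper differ on the growth temperature, which is 21 °C in the labels and 22 °C in the paper, and on the names of the *bdr2* stock, the library kit and the sequencing centre.

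The authors aligned 49 bp single-end reads with TopHat 2, kept uniquely aligned reads and deposited the counts per gene from featureCounts, without normalization, for 33602 gene identifiers and 9 libraries. The paper's text does not name the strand setting of the counting, so overlapping genes can share reads. The authors also deposited a normalized signal, the counts divided by 1 size factor per library, for 8 libraries. Wild-type replicate 12 is not in that table. The normalized table was used to see which libraries and genes it holds, and all tests start from the counts. No column of the tables was left unused because its sample was unknown.

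Library totals ran from 8676610 to 26861793 in wild type, from 14557440 to 24810614 in *bdr1,2,3* and from 16995153 to 20384978 in *fpa*. The common biological coefficient of variation was 0.188, and depth limits genes with few counts most. Genes whose libraries all had 3 counts or fewer in a genotype are given with a lower bound of the fold.

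Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr at its defaults, TMM normalization, quasi-likelihood test, 1 fit of the 3 genotypes, two-sided, Benjamini-Hochberg adjusted p-value under 0.05). The standard error of a log2 fold change is its size divided by the square root of the F statistic. Lists of genes were tested as sets with fry and camera from limma 3.58.1. Gene borders, strands, exon lengths and neighbors come from the RefSeq annotation of TAIR10.1, which matched 98.5% of the nuclear identifiers. The authors counted on TAIR10 genes, so gene borders can differ from theirs. The upstream neighbor is the nearest protein-coding gene on the 5′ side, among 27444 protein-coding genes on the nuclear chromosomes, and genes that overlap are ordered by their midpoints. Shares were compared with Fisher's exact test, and distances, expression and log2 fold changes with permutation tests of the difference in medians (100000 resamples, two-sided, smallest possible p 1e-05). These ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and figures were drawn with matplotlib 3.10.9.

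The tests were tried on simulated data. Among 20413 simulated genes with 200 changed, edgeR recovered 99% of the 4-fold changes and 63% of the 2-fold changes, with 7 false calls among 169. The changed genes all had a mean log2 CPM above 1, so recovery of genes with few counts was not tried. DESeq2 1.42.0 recovered 99% and 77%, with 34 false calls among 210. The permutation test gave a p-value under 0.05 in 6.0% of 100 simulated sets without a difference and in 100.0% of 100 sets with one. These sets held independent values and a difference of a full SD, so small differences and dependent genes were not tried.

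The genes named in the text follow a rule set before the data were examined. They are the *BDR* genes and *FPA*, each gene that the paper names by identifier, *FLC*, and for each mutant the 3 largest rises and the 3 largest falls among called genes with a mean log2 CPM of at least 1 whose 3 mutant libraries all lie above or all below the 3 wild-type libraries. *MRD1* is outside this rule and was chosen after its values were seen.

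Alternatives set before the data were examined were DESeq2, RLE size factors, no filter on low counts, at least 10 counts in every library, a fit of only the 2 genotypes compared, an adjusted p-value under 0.01, each replicate left out in turn, other definitions of the neighbor, the background and the distance, and the paper's own tests and lists. Chosen after seeing the data were DESeq2 on the 8 libraries of the normalized table, a correction of GC content and gene length trends (loess with a span of 0.3 per library, for the 99.4% of tested genes with both values), camera with an estimated correlation and a distance of 0 bp for overlapping neighbors. The chance correlation of comparisons that share the wild-type libraries was found from 40 simulations of 9 unchanged libraries drawn around 1 mean per gene. A first form of this simulation drew the mutants around the observed wild-type mean, which removes the noise of the shared libraries, and it was replaced after its result was seen. Another 80 simulations, also chosen after seeing the data, gave each mutant its own observed fold changes, for all tested genes (40) or only for called genes (40), with those of *fpa* moved at random among genes of like abundance and dispersion (10 bins of each). The direct comparison of the 2 mutants by the neighbor's strand and the comparison of root responses between genotypes were also chosen after seeing the data. Gene Ontology enrichment was not analysed here.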

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

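The fits without wild-type replicate 12 were among the alternatives set before the data were examined. Their use to test this library as a cause was chosen after the results were seen. So were the tests of genes that adjoin and of shared wild-type libraries, the direct comparison of the 2 mutants and the comparison of root responses between genotypes.

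The paper does not report differential expression in *fpa*, which was sequenced beside *bdr1,2,3*. In *fpa*, 371 genes were lower and 262 were higher than in wild type (edgeR, adjusted p-value under 0.05). Single libraries moved these counts, to 603 lower without wild-type replicate 1, to 218 lower and 136 higher without wild-type replicate 5, to 145 lower and 112 higher without *fpa* replicate 3, to 120 lower and 110 higher without *fpa* replicate 6, and to 102 lower and 97 higher without *fpa* replicate 8. By the rule for named genes, the largest falls were AT5G43180, on chromosome 5 from 17336291 to 17337884, AT4G14630 (*GLP9*), on chromosome 4 from 8392825 to 8393860, and AT3G01345. AT5G43180 had 123, 16 and 83 counts in wild type and 1, 3 and 1 in *fpa*, at least 24.9-fold lower (adjusted p = 0.000181 from edgeR). *GLP9* fell by 4.78 on the log2 scale (standard error 0.80, adjusted p = 0.00586 from edgeR) and AT3G01345 fell by 4.42 (standard error 0.44, adjusted p = 0.000143 from edgeR). The largest rises were 5.13 for AT5G24240 (standard error 0.47, adjusted p = 6.86e-05 from edgeR), on chromosome 5 from 8230916 to 8234150, 4.49 for AT5G63390 (standard error 0.34, adjusted p = 1.47e-05 from edgeR), on chromosome 5 from 25390249 to 25392684, and 4.06 for AT2G01422 (standard error 0.52, adjusted p = 0.00101 from edgeR), on chromosome 2 from 183940 to 184734. *FLC* rose by 3.18 (standard error 0.20, adjusted p = 5.3e-06 from edgeR). The *FPA* transcript had a log2 fold change of -0.39 in the *fpa* libraries (adjusted p = 0.248 from edgeR), so its level does not check the labels.

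Only 1 of the 10 splits of the 6 wild-type and *fpa* libraries, the real one, gave as many lower genes, and 1 of 10 gave as many higher genes. The other splits gave 0 genes with an adjusted p-value under 0.05 and from 293 to 1150 with an unadjusted p-value under 0.05, against 4044 in the real split. With 10 splits the share cannot fall below 1 in 10, so chance and genotype cannot be told apart by splits alone. Without wild-type replicate 12, 84.8% of the 633 called genes were called again in the same direction, which argues against this library as the source of most calls. Trends with GC content and gene length are argued against as the whole cause by the 97.3% called again after they were removed. A difference in seed stock or growth between the genotypes was not tested and stays open beside the loss of FPA.

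The effect of the upstream neighbor's strand differed between *bdr1,2,3* and *fpa*. Among genes less than 600 bp from the neighbor, the log2 fold change of *bdr1,2,3* against *fpa*, computed without the wild type, differed by -0.0893 between genes with the neighbor on the same and on the opposite strand (permutation test across genes, two-sided, p = 1e-05, the smallest the permutations can give; 3e-05 adjusted over 12 tests). In *fpa* against wild type the difference was 0.0102 (permutation test, two-sided, p = 0.317, adjusted p = 0.38), and 5 of the 10 splits of those libraries gave one as large. Its sign changed without wild-type replicate 1 (-0.00021), 12 (-0.0065) or 5 (-0.00257) and without *fpa* replicate 3 (-0.00582). Beyond 1200 bp *fpa* had a difference of -0.025 (permutation test, two-sided, p = 0.00851, adjusted p = 0.0128), and *bdr1,2,3* had one of -0.0259. Compared directly, *bdr1,2,3* and *fpa* differed by -0.0279 from 600 to 1200 bp (permutation test, two-sided, p = 0.00571, adjusted p = 0.0109) and by -0.0064 beyond 1200 bp (permutation test, two-sided, p = 0.415, adjusted p = 0.453). In *bdr1,2,3* against wild type 1 of the 10 splits, the real one, gave a difference as large as -0.0875 below 600 bp, and the largest of the others was 0.0481 in size. The shared wild-type libraries enter both mutants alike and cancel in the value of -0.0893, so it is no test of them. For the difference in *bdr1,2,3* against wild type, removal of GC content and gene length trends left -0.08885, leaving out wild-type replicate 12 left -0.08887, and genes 100 to 600 bp from the neighbor gave -0.0615, each with p = 1e-05 (permutation tests, two-sided, the smallest possible), which argues against these trends, this library and shared reads of adjoining genes as the whole cause. With 10 splits, a chance split of the libraries stays open, and a difference between the effects of the mutations stays open beside it, as untested.

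The root length of *bdr1,2,3* responded to both inhibitors in the other direction from wild type, by the measurements in Supplementary Data 1 with 12 seedlings per group. The difference between the genotypes' log2 responses was 1.11 on 6AU and 1.78 on MPA (permutation tests, two-sided, p = 1e-05 for each, the smallest the permutations can give, and 2e-05 adjusted over 6 tests). The paper reports the opposite directions and not this test. No technical explanation was tested, since the sheet holds 1 length per seedling and no plate or day, and no biological explanation was tested.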

How the results depend on the processing

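No paired analysis was possible because the genotypes share no replicate numbers. The correction of GC content and length trends, DESeq2 on the 8 libraries of the normalized table, camera with an estimated correlation and overlapping neighbors at 0 bp were chosen after seeing the data. Where no cause is named, the cause was not tested.

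DESeq2 called 639 genes lower and 243 higher in *bdr1,2,3*, and 836 lower and 585 higher in *fpa*. DESeq2 on the 8 libraries called 591, 305, 611 and 494. A fit of only the 2 genotypes compared, with fewer libraries, called 234 and 68 in *bdr1,2,3* and 207 lower in *fpa*. An adjusted p-value under 0.01, which is stricter by construction, left 187 and 42 in *bdr1,2,3*, 100 and 87 in *fpa*, 144 of the BDR-protected and 18 of the BDR-repressed genes. Without the filter 575 genes were lower in *fpa*, and with at least 10 counts in every library 156 were higher. With GC content and length trends removed, 603 were lower and 406 higher in *fpa*. Leaving out 1 replicate gave from 218 to 468 genes lower and from 57 to 188 higher in *bdr1,2,3*, from 102 to 603 lower and from 97 to 325 higher in *fpa*, and from 159 to 237 BDR-protected and from 21 to 54 BDR-repressed genes. In *bdr1,2,3* the lowest counts came without its replicate 2 (218 lower) and without wild-type replicate 5 or mutant replicate 4 (57 higher), in *fpa* without its replicate 8 (102 and 97) and for BDR-repressed genes without mutant replicate 2 (21).

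The tandem upstream share of lower genes, their distance and the expression of their neighbors kept their direction and side of the threshold under each alternative run, with shares from 77.2% to 88.5%, distances from 68.5 to 150 bp and differences from 1.08 to 2.21. The effect of the neighbor's strand in *bdr1,2,3* kept its direction and threshold too, from -0.1019 to -0.06818. The share of higher genes with a tandem upstream neighbor ran from 59.69% to 80% over fits that left out 1 replicate, and it lost the threshold without wild-type replicate 1. Over the other alternatives it ran from 56.99% with the paper's list to 79.49% at an adjusted p-value under 0.01, and it was 60.44% with DESeq2. It kept the threshold in each of those.

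The downstream share of lower genes, 52.7% and not past the threshold, fell below the other genes in the fit of 2 genotypes (49.78%), at an adjusted p-value under 0.01 (49.72%) and with neighbors from all annotated genes (48.39%), and ran from 49.78% to 53.2% with 1 replicate left out. That of higher genes, 50.4%, rose above the other genes with DESeq2 (57.78%), no filter (53.1%), at least 10 counts (52.63%), 2 genotypes (52.31%), 0.01 (53.85%), all annotated genes (52.99%) and the paper's list (59.35%), and ran from 46.3% to 54.72% with 1 replicate left out. Only DESeq2 and the paper's list took it past the threshold. The expression difference of neighbors of higher genes turned to -0.1108 with DESeq2, -0.06752 without the filter and -0.1269 with the paper's list, and ran from -0.1645 without *bdr1,2,3* replicate 7 to 0.4161 without wild-type replicate 1. Their distance passed the threshold at 1218 bp with the paper's list and at 981.5 bp under the Kolmogorov-Smirnov test. The share of called upstream neighbors of lower genes passed it with DESeq2 (2.439%) and ran from 0 (without wild-type replicate 5 or mutant replicates 2 or 7, with 21, 11 and 25 neighbors at an unadjusted p-value under 0.05) to 2.885% (without wild-type replicate 1).

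In *fpa* the effect of the neighbor's strand, not past the threshold, turned to -0.00475 with at least 10 counts and ran from -0.0065 (without wild-type replicate 12) to 0.01689 with 1 replicate left out. The correlation of *bdr1,2,3* and *fpa* was 0.5051 with at least 10 counts and 0.5381 by Spearman's rho, and ran from 0.4601 to 0.6311 without a wild-type replicate, highest without replicate 1. Near the *BDR* insertion sites 7 genes were called within 0.25 Mb and 80 within 3 Mb, shares slightly above those elsewhere and not past the threshold. With 1 replicate left out, the log2 fold change of AT3G12800 in *bdr1,2,3* ran from -0.1511 to 0.0901 and that of AT4G26510 from -0.04444 to 0.2429, both changing sign without wild-type replicate 12 and the first also without mutant replicate 4 (0.01309). Among named genes, 15 other values changed, with 14 weaker and 1 stronger. The 4 differences in root length kept direction and threshold as differences in medians.

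Depth limits genes with few counts most, and wild-type replicate 12, with 8676610 counts, is the shallowest library.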

Differences from the paper's values

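The paper's second study lists 592 genes lower in *bdr1,2,3*, and 384 were called here. Among alternatives set before the data were examined, DESeq2 (639), no filter on low counts (480), and the fits without wild-type replicate 1 (444) or 12 (468) came within 1.5 times of the paper's count. RLE size factors (387), at least 10 counts in every library (341), the fit of 2 genotypes (234), an adjusted p-value under 0.01 (187), and the fits without wild-type replicate 5 (277) or *bdr1,2,3* replicates 2, 4 and 7 (218, 233 and 266) did not. DESeq2 on 8 libraries gave 591, and the correction of GC content and length trends gave 506, both chosen after seeing the values.

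For higher genes the paper's count is 529, and 123 were called here. None of the alternatives set before the data were examined closed the gap, the nearest being DESeq2 with 243. DESeq2 on 8 libraries, chosen after seeing the values, gave 305.

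The paper's median distance to the tandem upstream neighbor of BDR-protected genes is 244 bp, and it was 93 bp here for lower genes. None of the alternatives set before the data were examined closed the gap, the nearest being DESeq2 with 150 bp. The paper's own list of genes gave 111 bp with the gene borders used here, so the choice of called genes does not close the gap. The paper's own gene borders were not tried. Over all protein-coding genes the medians were 859 bp in the paper and 829 bp here.

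The paper states that BDR-repressed genes slightly prefer a downstream tandem neighbor. Here 50.4% of higher genes had one, against 50.7% of the other tested genes (Fisher's exact test, two-sided, p = 1). DESeq2 (57.78%) and the paper's list (59.35%) gave shares above the others and past the threshold. In direction only, so did no filter, at least 10 counts, the fit of 2 genotypes, an adjusted p-value under 0.01 and all annotated neighbors, from 52.31% to 53.85%. The fits without wild-type replicate 1 (51.94%), 12 (51.43%) or 5 (54.72%) or *bdr1,2,3* replicate 2 (54.55%) did so too. Without *bdr1,2,3* replicate 4 (46.3%) or 7 (48.44%) the share stayed below the others.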

Other observations

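The tests of shared wild-type libraries and of the wild-type stock were chosen after the results were seen.

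For *bdr1,2,3*, 1 of the 10 splits of the 6 libraries, the real one, gave as many lower genes, 1 of 10 as many higher genes, 1 of 10 as many BDR-protected genes called in one direction and 1 of 10 as many BDR-repressed genes. The other splits gave 0 genes with an adjusted p-value under 0.05 and from 264 to 2347 with an unadjusted p-value under 0.05, against 3083 in the real split. The share cannot fall below 1 in 10 with 3 libraries against 3.

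Log2 fold changes in *bdr1,2,3* and *fpa* correlated across genes, with a Pearson's r of 0.448 and a Spearman's rho of 0.538, and genes are not independent replicates. Both comparisons use the same wild-type libraries. In 40 of 40 simulations of unchanged libraries Pearson's r was at least as large, from 0.504 to 0.542, while Spearman's rho was lower in each, from 0.469 to 0.496. With 1 wild-type library for each mutant, and a different one for each, r ran from 0.0688 to 0.222. These values were computed from log2 CPM and not from the fitted fold changes. They therefore differ from 0.448 in measure and in the number of wild-type libraries, and not only in sharing. The 2 measures fall on either side of the simulations, so a shared response and the shared libraries cannot be told apart by the correlation. There were 95 genes called in the same direction in both mutants, with 47 lower and 48 higher, and 4 in opposite directions. Without wild-type replicate 12 there were 62 lower, 63 higher and 4 opposite, and with GC content and length trends removed 102 lower, 67 higher and 3 opposite. The simulations of unchanged libraries called at most 6 genes in a comparison and none in both, which argues against the noise of the shared libraries alone as the whole cause of the 95 shared calls. Where the simulated mutants also held changes on unrelated genes, the shared calls in the same direction ran from 195 to 305 with all observed fold changes, which include noise and gave from 1513 to 1736 calls in *bdr1,2,3* and from 2210 to 2599 in *fpa*, and from 7 to 15 with the fold changes of called genes, which gave from 420 to 472 and from 518 to 564. Shared calls in opposite directions ran from 44 to 75 in the first set and from 1 to 8 in the second, against 4 here. The real numbers of calls, 507 and 633, lie between those of the 2 sets and nearer the second. Neither set gave both 95 shared calls in the same direction and as few as 4 in opposite directions. The sets lie on either side of the 95, and no set between them was run, so they do not decide on shared libraries on top of unrelated changes. No set matched the real numbers of calls, so this source stays open for the 95, in part or as a whole. A shared biological response and a difference of the wild-type stock from both mutants stay open.

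Among the shared calls, 2 genes fell at least 8-fold in both mutants, *MRD1* (AT1G53480), on chromosome 1 from 19963047 to 19964712, and AT3G01345. *MRD1* had 72, 56 and 157 counts in wild type, 7, 5 and 2 in *bdr1,2,3*, and 0, 1 and 5 in *fpa*. AT3G01345 had 152, 87 and 277 counts in wild type, 6, 5 and 2 in *bdr1,2,3*, and 2, 13 and 12 in *fpa*. By the paper's values in Supplementary Data 1, both genes (2 of 2) were also lower in each of the *bdr1*, *bdr2* and *bdr3* single mutants, with adjusted p-values under the threshold. The genes were picked for their falls in both mutants of the first study, and the single-mutant values had no part in that choice. By the paper's values AT3G01345 had log2 fold changes of -5.56, -5.41 and -4.50 in *bdr1*, *bdr2* and *bdr3*, and -5.47 in *bdr1,2,3*. Those of *MRD1* were -2.05, -4.29, -2.92 and -4.12. A difference between the wild-type stock and the background of the mutants is a candidate explanation. These values do not tell it apart from an effect of each mutation.

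Wild-type replicate 12 differed from the other wild-type libraries. Its 50 genes with the most counts took 19.34% of its counts, against 14.70% and 14.99% in replicates 1 and 5, and its deviation from the other wild-type libraries had a Spearman's rho of -0.351 with exon length across genes, against 0.227 and 0.333. Thinned at random to the same total, the others had a rho of 0.223 and 0.318. Thinning moved these values little. Each deviation is taken from the mean of the other wild-type libraries, so replicates 1 and 5 have replicate 12 in their reference. Its own trend raises their values, so their positive sign does not test depth. Other effects that go with a shallow library are not tested by thinning. Thinning at random cannot move the share of the 50 genes, so it does not test that share, which stays open. RNA quality and library preparation were not tested, and no biological explanation was tested.

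Genes higher in *bdr1,2,3* also had a tandem upstream neighbor more often than other genes. Of 80 such neighbors 2 were higher themselves, which argues against pairs of called genes as the whole cause. Without those pairs the share was 67.83% of 115 genes, against 51.1% of the other tested genes (Fisher's exact test, two-sided, p = 0.000346). Leaving out so few genes could hardly move the share, and neighbors that rose without being called were not tested. Without wild-type replicate 1 the share without such pairs was 58.73% (Fisher's exact test, two-sided, p = 0.107), so the pattern rests in part on that library.

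Within 1 Mb of the *BDR* genes, 26 of 1129 tested genes were called in *bdr1,2,3*, or 2.303%, against 2.469% elsewhere (Fisher's exact test, two-sided, p = 0.843), which argues against changes linked to the insertions as a main source of calls.

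The paper shows 3 tandem pairs in its light experiment. In the standard-condition libraries, AT3G12780 (*PGK1*) had a log2 fold change of -0.84 in *bdr1,2,3* (standard error 0.19, adjusted p = 0.0318 from edgeR), lost in 4 of 11 alternative fits, namely without mutant replicate 2 (-0.77), 4 (-0.86) or 7 (-0.92) and with only the 2 genotypes (-0.85). AT1G42970 (*GAPB*) had one of -1.16 (standard error 0.21, adjusted p = 0.00699 from edgeR), lost in 1 of 11, without mutant replicate 2 (-1.08), and AT4G26520 (*FBA7*) had one of -0.37 (standard error 0.14, adjusted p = 0.219 from edgeR). Their upstream neighbors AT3G12800, AT1G42960 and AT4G26510 had log2 fold changes of -0.05, -0.19 and 0.12 (adjusted p = 0.915, 0.58 and 0.799 from edgeR). These were 0.090, -0.027 and -0.044 without wild-type replicate 12, and that of *FBA7* was -0.23. Without this library *PGK1* had -0.58 and *GAPB* had -0.84, the smallest falls with 1 library left out, and both were still called. With each library left out in turn AT3G12800 ran from -0.15 (without mutant replicate 7) to 0.090 and was also reversed without mutant replicate 4 (0.013), and AT4G26510 ran from -0.044 to 0.24 (without wild-type replicate 1), so the directions of these 2 neighbors are not settled. AT4G26510 and AT4G26520 overlap by 73 bp. *FPA* had a log2 fold change of -0.53 in *bdr1,2,3* (standard error 0.18, adjusted p = 0.172 from edgeR), and without wild-type replicate 12 it was called, with -0.67.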
